# Disease-relevant transcriptional signatures identified in individual smooth muscle cells from healthy mouse vessels

**DOI:** 10.1038/s41467-018-06891-x

**Published:** 2018-11-01

**Authors:** Lina Dobnikar, Annabel L. Taylor, Joel Chappell, Phoebe Oldach, Jennifer L. Harman, Erin Oerton, Elaine Dzierzak, Martin R. Bennett, Mikhail Spivakov, Helle F. Jørgensen

## Abstract

Vascular smooth muscle cells (VSMCs) show pronounced heterogeneity across and within vascular beds, with direct implications for their function in injury response and atherosclerosis. Here we combine single-cell transcriptomics with lineage tracing to examine VSMC heterogeneity in healthy mouse vessels. The transcriptional profiles of single VSMCs consistently reflect their region-specific developmental history and show heterogeneous expression of vascular disease-associated genes involved in inflammation, adhesion and migration. We detect a rare population of VSMC-lineage cells that express the multipotent progenitor marker Sca1, progressively downregulate contractile VSMC genes and upregulate genes associated with VSMC response to inflammation and growth factors. We find that Sca1 upregulation is a hallmark of VSMCs undergoing phenotypic switching in vitro and in vivo, and reveal an equivalent population of Sca1-positive VSMC-lineage cells in atherosclerotic plaques. Together, our analyses identify disease-relevant transcriptional signatures in VSMC-lineage cells in healthy blood vessels, with implications for disease susceptibility, diagnosis and prevention.

## Abstract (web summary)

Vascular smooth muscle cell (VSMC) accumulation is associated with cardiovascular disease. Here, the authors combine single-cell RNA sequencing with lineage labelling to profile VSMC heterogeneity in healthy mice. They show that upregulation of Sca1 in a rare VSMC subpopulation marks a cell phenotype that is prevalent in disease.

## Introduction

Vascular smooth muscle cell (VSMC) accumulation is a hallmark of cardiovascular diseases such as atherosclerosis that causes heart attack and stroke^1^. VSMCs are found within the medial layer of large blood vessels, provide mechanical strength to the vessel and regulate vascular tone to control blood flow and blood pressure. VSMCs within healthy vessels are quiescent and characterised by the expression of contractile proteins such as aSMA (also known as ACTA2), Myocardin (MYOCD) and SM-MHC (also known as MYH11). However, VSMCs display remarkable phenotypic plasticity. When stimulated by injury or inflammation, VSMCs downregulate expression of the genes responsible for contractility and acquire a phenotype characterised by increased extracellular matrix production, migration and proliferation^2,3^.

VSMC heterogeneity within and between different vascular regions with regard to morphology, growth characteristics and expression of specific candidate genes has been identified previously^4^. The observed cell-to-cell variation might result from different vascular structure and blood flow^5,6^, as well as from the distinct developmental origin of VSMCs in different vascular beds^7^. It has therefore been hypothesised that VSMCs displaying different levels of plasticity co-exist within the healthy vessel wall^3^ and might contribute to the non-random disease susceptibility of individual parts of the vasculature. We and others recently demonstrated that VSMC accumulation in atherosclerosis and after injury results from extensive clonal expansion of a small number of VSMCs^8–10^. This suggests that cells undergoing expansion were originally different from the general VSMC population in the healthy vessel wall, highlighting a possible functional significance of VSMC heterogeneity.

Single-cell RNA-sequencing (scRNA-seq) enables genome-wide profiling of individual cells^11,12^ and is therefore an ideal methodology to detect cellular heterogeneity in an unbiased manner. Here we combine different scRNA-seq methodologies to delineate VSMC heterogeneity in healthy arteries and provide global insight into the nature of distinct cell subsets. We show that while the contractile VSMC signature is expressed relatively uniformly across most cells, there are pronounced differences in single-VSMC expression profiles between and within vascular beds for genes involved in cell adhesion, migration and inflammation. Combining scRNA-seq with VSMC lineage tracing, we reveal a rare subset of VSMC-lineage cells expressing Stem Cell Antigen 1 (Sca1, encoded by *Ly6a*, referred to below as *Ly6a/Sca1*). Sca1-positive cells show progressive downregulation of contractile VSMC genes and increased expression of genes associated with wound healing, migration and activation of growth factor signalling. We provide experimental evidence indicating that upregulation of Sca1 is a hallmark of VSMCs undergoing phenotypic switching in vivo and detect an equivalent Sca1-positive cell population within atherosclerotic plaques. These results suggest that Sca1 marks a plastic VSMC subpopulation that gives rise to functionally distinct cells in disease.

## Results

### Single-cell transcriptomes of vascular smooth muscle cells

To delineate VSMC heterogeneity in healthy tissue, we initially generated transcriptional profiles of individual cells using Fluidigm C1 technology. Single cells were isolated from the medial layer of mouse aortas by enzymatic digestion (Fig. 1a) and processed for sequencing. 

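Single VSMCs from the media were sequenced on the Fluidigm C1 platform, 79 cells from the AA and 64 from the DT. The deposited values are read counts per gene that the authors normalised with scran size factors after their own quality control, so no cell was removed here. Normalised totals per cell ranged from 1457869 to 2782369 with a median of 1891277 in AA cells, and from 1296294 to 2504325 with a median of 1906168 in DT cells. A gene was called detected in a cell at a normalised value above 0. The labels tie no cell to an animal or experiment, so each region was treated as 1 sample and values between regions carry no p-value. Cell names come in patterns with a run number (45 AA and 27 DT cells) and without (34 AA and 37 DT cells), which served as a technical split. Shares of cells carry exact binomial 95% intervals, which cover counting error only.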

The scRNA-seq profiles of 143 cells from four experiments passed stringent quality control (83% of the analysed cells; Supplementary Fig. 1; see Methods for details). On average, 6704 genes were detected per cell.

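In the deposited values, 6321 ± 862 genes (SD over 143 cells) were detected per cell. AA cells had 6493 ± 919 detected genes and DT cells 6109 ± 739. Within each region, cells with a run number had more detected genes than cells without, at 7023 against 5791 in the AA and 6607 against 5745 in the DT. At a normalised value of at least 10, 3835 ± 628 genes were detected per cell.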

**Fig. 1:**
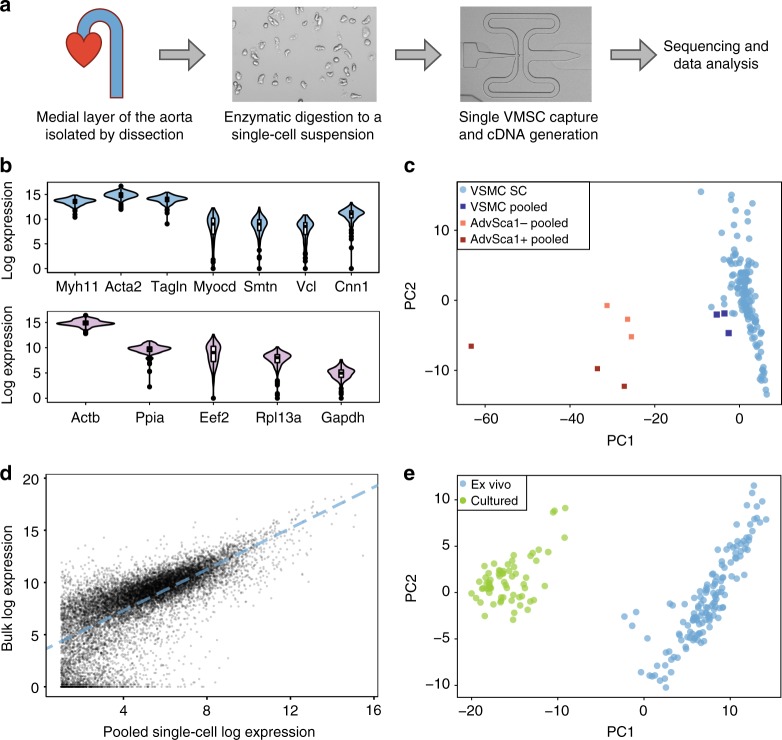
Single-cell RNA-seq analysis of vascular smooth muscle cells. **a** Schematic of the approach. Cells from the medial layer are enzymatically digested to obtain a single-cell suspension. Single-cell cDNA libraries are then generated, followed by sequencing and data analysis. **b** Violin plots showing the log_2_-transformed normalised expression of VSMC marker genes across the profiled 143 cells (top), as well as of housekeeping genes with similar mean expression levels (lower panel). **c** Mapping of single-cell VSMC transcriptomes (light blue), as well as transcriptomes from control VSMC (Sca1–, dark blue) and adventitial (Adv) cell (Sca1–, orange; Sca1+, red) samples (tube controls) on a two-dimensional PCA space. **d** Dot plot showing the log_2_-transformed read counts detected for each gene (black dots) when pooling across all single-cell samples versus the read counts detected with bulk RNA-seq. The dashed line shows a linear regression fit. **e** PCA plot summarising the single-cell expression profiles for ex vivo VSMCs (blue) and in vitro cultured VSMCs (green, data from Gene Expression Omnibus accession GSE79436, Adhikari et al.^13^)

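Myh11, the smooth muscle myosin heavy chain, Acta2, smooth muscle actin, and Tagln, an actin-binding protein of smooth muscle, were each detected in 143 of 143 cells (exact binomial interval 97.5% to 100%). Their median normalised counts over all cells were 12870 for Myh11, 29810 for Acta2 and 17010 for Tagln.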

All analysed cells showed consistently high expression of the contractile VSMC markers *Myh11*, *Acta2* and *Tagln*. 

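The smooth muscle coactivator Myocd was detected in 134 of 143 cells (93.7%, 88.4% to 97.1%). Smtn, Vcl and Cnn1, which encode cytoskeletal proteins of contractile cells, were each detected in 142 cells. Among housekeeping genes, Actb, Ppia and Ywhaz were detected in 143 cells, Eef2 in 142, Gapdh and Tbp in 140 and Rpl13a in 138, whereas Hprt was detected in 72 cells (50.3%).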

Lower-expressed marker genes *Myocd, Smtn, Vcl* and *Cnn1* were detected in most cells, similar to what was observed for housekeeping genes (Fig. 1b). This indicates that all medial cells analysed express a contractile VSMC signature. 

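All 7 contractile markers together were detected in 131 of 143 cells (91.6%, 85.8% to 95.6%). When a normalised count of at least 10 was required of each marker, 113 cells (79.0%) passed. The 24-gene contractile list differed little between the regions, with a median difference of -0.13 on the log2 scale (DT minus AA, mean over cells).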

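The tube controls were pools of sorted cells in 3 groups of 3 libraries, Sca1- VSMCs, Sca1- adventitial cells and Sca1+ adventitial cells. The deposited values are counts divided by 1 size factor per library, normalised by the authors, and whole reads could be recovered from them. VSMC libraries held 17144595 to 23305065 reads (median 17294068), Sca1- adventitial libraries 17757228 to 36879088 (median 21692205) and Sca1+ adventitial libraries 19656065 to 26611758 (median 25961320). Correlations between libraries of a group were low, at 0.41 to 0.683. Here, log2(normalised count + 1) of all 9 libraries was fitted with limma, for the 11252 of 25991 genes with at least 10 normalised counts in at least 3 libraries, at an adjusted p under 0.05 and an absolute log2 fold change over 1. The labels do not say that the libraries came from separate animals, so p measures only the spread between libraries.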

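Of the 143 single cells, 136 (95.1%) were closest in expression to the mean VSMC control, 7 to Sca1- adventitial cells and 0 to Sca1+ adventitial cells. The medians of the Spearman correlation over 12850 genes were 0.427, 0.395 and 0.357. Pi16, a marker of adventitial fibroblasts, averaged 7165 ± 3480 normalised counts (SD, n = 3) in Sca1- adventitial libraries and 4.65 in VSMC libraries, a log2 fold change of 10.40 (standard error 0.875, limma adjusted p = 0.00062). The matrix proteoglycan Dcn averaged 209100 ± 16810 against 187 ± 305 (log2 fold change 12.31, standard error 1.29, limma adjusted p = 0.00223). Myh11 averaged 18360 in Sca1- adventitial and 96620 in VSMC libraries (log2 fold change -2.25, standard error 1.30, limma adjusted p = 0.433). Of 20 adventitial fibroblast genes, 12 rose in Sca1- adventitial libraries (14 adjusted over the list alone), as did 13 of 20 macrophage genes (17 adjusted over the list alone), 9 of 13 complement genes (13 adjusted over the list alone) and 8 of 20 chemokine and cytokine genes (12 adjusted over the list alone). Of 22 contractile genes, 3 fell (4 adjusted over the list alone). camera with an estimated correlation gave these 5 lists adjusted p from 0.000868 to 0.0168. In all, 403 genes passed, 175 higher and 228 lower in Sca1- adventitial cells. The balance turned after quantile normalisation (207 higher, 108 lower), with no filter (143 and 132) and without VSMC library B8 (115 and 95) or F7 (114 and 95). edgeR called 50 on the recovered reads, 43 higher and 7 lower, and leaving out the VSMC library B8, F7 or B7 gave 210, 209 or 263.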

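Contractile genes were lower in Sca1+ than in Sca1- adventitial cells. Of 22 contractile genes, 12 fell between the adventitial groups (15 adjusted over the list alone), with Myh11 at 72.1 against 18360 normalised counts (log2 fold change -9.86, standard error 1.30, limma adjusted p = 0.00885). Cnn1 had a log2 fold change of -8.36 (limma adjusted p = 0.0141). Ly6a, which encodes the Sca1 used for the sort, averaged 30640 ± 12470 against 4.69 ± 4.61 (SD, n = 3 each). Of 20 macrophage genes, 6 fell (15 adjusted over the list alone), and 3 of 20 adventitial fibroblast genes rose (4 adjusted over the list alone). Of 9 housekeeping genes 1 fell as well (4 adjusted over the list alone; median log2 fold change -0.83; adjusted p = 0.0307 with an estimated correlation), with a mean of 9.85 on the log2 scale in the Sca1+ library C8 against 11.54 and 11.49 in the other Sca1+ and 10.96 to 12.09 in the Sca1- libraries. Against VSMC libraries, 18 of 22 contractile genes fell (20 adjusted over the list alone) and 17 of 20 adventitial fibroblast genes rose (19 adjusted over the list alone) in Sca1+ adventitial cells. The adventitial groups differed in 345 genes, 280 higher and 65 lower in Sca1+ cells. After quantile normalisation it was 134, with 52 higher and 82 lower. This count was 1 with edgeR and 0 with limma on these 6 libraries alone (1316 genes at an unadjusted p under 0.05), and it was 530 without the Sca1- library D8 and 204 and 206 without the Sca1+ libraries G7 and C7.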

Consistent with this conclusion, principal component analysis (PCA) demonstrated that all analysed single cells clustered tightly with VSMC control samples and away from adventitial control samples, both generated using the tube control protocol (Fig. 1c). Furthermore, the pooled single-cell VSMC expression profiles correlated with bulk RNA-seq data (*R*^2^ = 0.51; Fig. 1d). 

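Here, R2 across genes between log2 values of the summed cells and of the mean bulk libraries was 0.521. Genes are not independent replicates, so no p-value is given. By region, AA cells gave 0.472 with AA bulk and 0.466 with DT bulk libraries, and DT cells gave 0.399 with DT and 0.383 with AA bulk libraries.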

As expected, the scRNA-seq profiles of ex vivo cells were clearly distinct from published profiles of cultured VSMCs^13^ (Fig. 1e), which are known to recapitulate some aspects of VSMC phenotypic switching^14^. In particular, ex vivo cells expressed higher levels of contractile genes compared with the cultured cells (Supplementary Fig. 2). Taken together, these results confirm that the single-cell datasets we have generated are of sufficient coverage, specificity and overall quality to unambiguously identify the profiled cells as contractile VSMCs.

### Regional differences in VSMC gene expression

We applied single-cell transcriptomics to gain insight into the previously observed VSMC heterogeneity between the athero-prone aortic arch (AA) and the more disease-resistant descending thoracic aorta (DT)^15,16^. AA and DT VSMCs differ in expression of a number of genes, including posterior *Hox* genes and other transcription factors^15^. These differences may arise from the distinct embryonic origins of VSMCs in the AA (neural crest) and DT (mesoderm) regions^7^. Alternatively, VSMCs in both regions could be heterogeneous with respect to these genes, with specific cell subsets represented in different proportions in the AA compared with the DT. These scenarios can be addressed directly with scRNA-seq. Prior to analysing regional expression differences at the single-cell level, we generated bulk RNA-seq profiles of VSMCs isolated from the medial layer of AA and DT to define robust gene expression signatures associated with VSMCs from these regions at the population level, which informed single-cell analysis (Fig. 2a). 

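Bulk RNA-seq covered 3 libraries of medial VSMCs from the AA and 3 from the DT, each a pool of animals, with columns named by letter (A, C and G for AA; B, D and H for DT). The deposited values are read counts per gene that the authors divided by 1 size factor per library, so whole reads could be recovered. AA libraries held 16648460 to 29707455 reads (median 16999174) and DT libraries 14473342 to 29434620 (median 16022819). The authors compared the regions with DESeq2. Here, limma with a mean trend was fitted to log2(normalised count + 1) for the 14450 of 25899 genes with at least 10 normalised counts in at least 3 libraries. Genes passed at an adjusted p under 0.01 and an absolute log2 fold change over 1, and members of gene lists at an adjusted p under 0.05. All fold changes are DT over AA. The legend of Fig. 2 calls the samples paired without saying which form a pair, so no pairing entered the test. Library A of the AA stood apart, with 280 genes at a single read against 810 to 1024 in the other libraries, and correlations of 0.944 and 0.942 with the other AA libraries, which correlated at 0.986 with each other.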

In total, 442 genes showed significant differential expression (*p* < 0.01, log_2_ fold change > 1), of which 386 genes were upregulated in the AA and 56 genes in the DT (Fig. 2b and Supplementary Data 1). 

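In this test 208 genes passed, 178 higher in the AA and 30 higher in the DT. The cardiac and neural crest transcription factor Hand2 averaged 505 ± 296 normalised counts in the AA and 4.61 ± 2.11 in the DT (SD, n = 3 each), a log2 fold change of -6.42 (standard error 0.456, limma adjusted p = 0.000418). The serine protease gene Prss12 fell from 502 in the AA to 28.0 in the DT (log2 fold change -4.11, standard error 0.221, limma adjusted p = 0.000259). Megf10, a phagocytic receptor gene, averaged 112 ± 71 in the AA and is listed at 0 in the DT. On the DT side, Sema3a, an axon guidance gene, averaged 1227 against 114 (log2 fold change 3.43, standard error 0.173, limma adjusted p = 0.000259). DESeq2 on the recovered reads called 538 genes. The count moved with every library left out, to 388 without AA library A, 63 without C, 70 without G, 57 without DT library B, 85 without D and 70 without H.

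**Figure D1:**
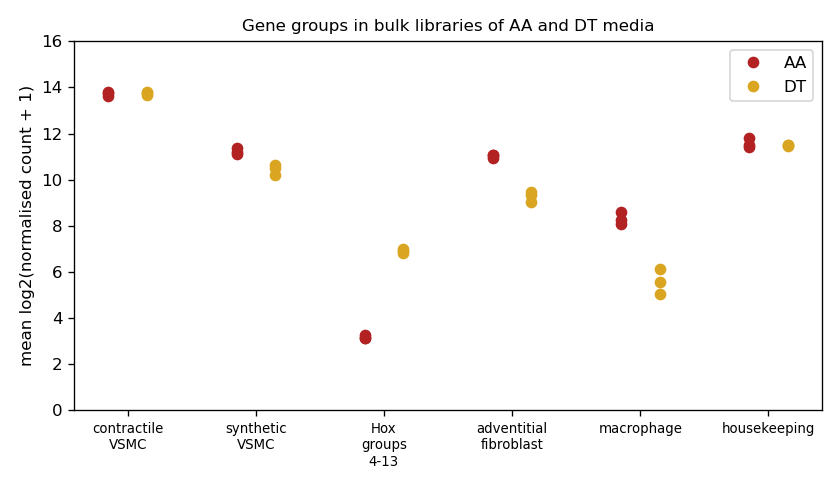
Mean log2(normalised count + 1) of gene lists in each bulk library of the AA and the DT, with 1 point per library. Macrophage genes lie at 8.06 to 8.58 in the AA and 5.06 to 6.14 in the DT, and genes of Hox groups 4 to 13 at 3.16 to 3.25 and 6.83 to 7.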

RT-qPCR in independent, paired AA and DT samples verified differential expression of 6 out of 6 genes tested (*Dcn*, *Lum*, *Pde1c*, *Gpc3*, *3632451O06Rik* and *Hoxa7*; Fig. 2c). Overall, 88/442 genes identified as region-specific by RNA-seq were previously found to be differentially expressed in AA and DT VSMCs by microarray analysis^15^. Notably, 44% of the microarray-identified genes were lowly expressed (normalised log_2_-transformed read count < 4) and their regional specificity was less reproducible by RNA-seq compared with genes expressed at higher levels (Supplementary Fig. 3). Similar to previous reports^15,16^, the genes upregulated in the DT population compared with the AA included many developmental regulators, including 15 Hox genes corresponding to a posterior identity, and were significantly enriched for the gene ontology (GO) terms “anterior/posterior pattern specification” and “regionalisation and developmental process” (Supplementary Data 2a). In contrast, genes upregulated in AA VSMCs were enriched for terms associated with immune response, cell proliferation and migration (for example *Lbp*, *Tgfbi* and *Mmp12*; Fig. 2b and Supplementary Data 2b), consistent with the increased response of AA cells to mitogens and inflammatory cytokines^7,17^. Additionally, genes typically associated with the synthetic VSMC phenotype (*Spp1*, *Pde1c*)^3,18^ were expressed at higher levels in the AA compared with the DT VSMCs (Fig. 2b). 

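Genes of Hox groups 4 to 13, which set posterior positional identity, were higher in the DT. Of 18 measured, 15 rose and none fell (17 rose and 1 fell when adjusted over the list alone), with a median log2 fold change of 4.04. The count lay between 9 and 17 when single libraries were left out, with 9 without DT library B and 10 without H. Hoxa7 averaged 805 ± 55.2 normalised counts in the DT and 18.9 ± 13.1 in the AA (SD, n = 3 each; log2 fold change 5.53, standard error 0.408, limma adjusted p = 0.000496). Hoxb7 had 545 ± 42.2 against 16.2 ± 6.35 (log2 fold change 5.06, standard error 0.299, limma adjusted p = 0.000259) and Hoxb9 175 ± 23.9 against 1.76 (log2 fold change 6.38, standard error 0.611, limma adjusted p = 0.00132). Hoxc6 averaged 89.9, Hoxc4 34.2, Hoxc5 18.7 and Hoxc8 16.2 in the DT, and all 4 are listed at 0 in the AA. Hoxa4 ran the other way and passed only when adjusted over the list alone, at 105.7 in the DT and 157 in the AA (log2 fold change -0.57, limma adjusted p = 0.237). Of 6 genes of Hox groups 1 to 3, which mark anterior positions, 1 rose (1 adjusted over the list alone; 2 without AA library A and 0 without any other library) and the median was 0.03. The camera set test gave the posterior list an adjusted p = 1.4e-28 with a preset correlation of 0.01 and adjusted p = 0.0158 with an estimated correlation.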

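Macrophage genes and the named immune genes were lower in the DT than in the AA. Lbp, a lipopolysaccharide-binding protein, averaged 124 ± 27.1 normalised counts in the AA and 18.7 ± 9.76 in the DT (SD, n = 3 each; log2 fold change -2.82, standard error 0.453, limma adjusted p = 0.0133). The macrophage elastase Mmp12 averaged 202 ± 128 and 27.5 ± 18.8 (log2 fold change -2.82, standard error 0.572, limma adjusted p = 0.0345), and the TGF-beta-induced matrix protein Tgfbi 1287 ± 57.1 and 430 ± 16.5 (log2 fold change -1.58, standard error 0.134, limma adjusted p = 0.000818). All 22 measured macrophage genes fell in the DT (22 adjusted over the list alone), with a median log2 fold change of -2.69. C1qa averaged 532 ± 133 against 50.0 ± 13.0 (log2 fold change -3.38, standard error 0.262, limma adjusted p = 0.000557) and the lysozyme gene Lyz2 1726 ± 280 against 278 ± 150 (log2 fold change -2.74, standard error 0.330, limma adjusted p = 0.00366). Of 14 complement genes 7 fell (12 adjusted over the list alone; median -1.09), and of 11 chemokine and cytokine genes 4 fell (7 adjusted over the list alone; median -1.76). camera gave complement genes adjusted p = 0.0391 with an estimated correlation, but macrophage genes and chemokine and cytokine genes each adjusted p = 0.0549 with an estimated correlation. The macrophage count was 11 without AA library C or DT library B, the complement count 11 without AA library A and 3 without AA library C or G or DT library B or H, and the chemokine and cytokine count 2 without AA library C or DT library B or H. From the terms enriched among AA genes, the paper proposes a link to the stronger response of AA cells to mitogens and inflammatory cytokines.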

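Spp1, which encodes the secreted matrix protein osteopontin, averaged 75.4 ± 7.64 normalised counts in the AA and 22.5 ± 6.85 in the DT (SD, n = 3 each; log2 fold change -1.75, standard error 0.313, limma adjusted p = 0.0201). Pde1c, a cyclic nucleotide phosphodiesterase of proliferating smooth muscle, averaged 526 ± 132 and 5.82 ± 3.33 (log2 fold change -6.40, standard error 0.451, limma adjusted p = 0.000418). Of 18 synthetic VSMC genes fixed beforehand, 5 fell in the DT and none rose (5 fell and 1 rose when adjusted over the list alone), with a median of -0.31 and adjusted p = 0.106 with an estimated correlation in camera. The count of 5 was 2 without AA library C, DT library B or DT library H, and 3 without AA library G or DT library D. Of 24 contractile genes, 1 fell (1 adjusted over the list alone), and the median was 0.24. Myh11 had a log2 fold change of 0.22 (limma adjusted p = 0.808) and Acta2 of 0.14 (limma adjusted p = 0.894).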

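Genes of other cell types of the aortic wall also differed between the bulk libraries. Of 19 adventitial fibroblast genes, 14 fell in the DT (16 adjusted over the list alone), with a median log2 fold change of -1.72 and adjusted p = 0.0158 with an estimated correlation in camera. Dcn averaged 20840 ± 6813 normalised counts in the AA and 3335 ± 784 in the DT (SD, n = 3 each; log2 fold change -2.62, standard error 0.257, limma adjusted p = 0.00135), and the keratan sulphate proteoglycan Lum 4475 ± 887 and 727 ± 94.8 (log2 fold change -2.61, standard error 0.185, limma adjusted p = 0.000418). Of 4 Schwann cell genes 2 fell (4 adjusted over the list alone; 1 without AA library C or G or any of the DT libraries), with adjusted p = 0.0736 with an estimated correlation. Of 19 endothelial genes, 1 rose (2 adjusted over the list alone; median 0.48; adjusted p = 0.438 with an estimated correlation). This became 3 risen without AA library C, 2 without A, 1 fallen and none risen without G and none without any of the DT libraries. Among 18 heart and neural crest regulators, 6 fell and 1 rose (8 and 1 adjusted over the list alone; adjusted p = 0.17 with an estimated correlation). Of 25 genes of fibrillar matrix and proteoglycans, 6 fell and 1 rose (6 and 2 adjusted over the list alone; camera adjusted p = 0.0275 with a preset and adjusted p = 0.475 with an estimated correlation), and Col1a1 had a log2 fold change of -0.08 (limma adjusted p = 0.957). None of 25 immediate early, 12 cell cycle or 9 housekeeping genes passed with limma in either direction, over all genes or over the list alone.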

In summary, population-level analysis of VSMC region-specific transcription identified molecular determinants that may underlie the reported regional differences in VSMC growth factor response and disease susceptibility.

**Fig. 2:**
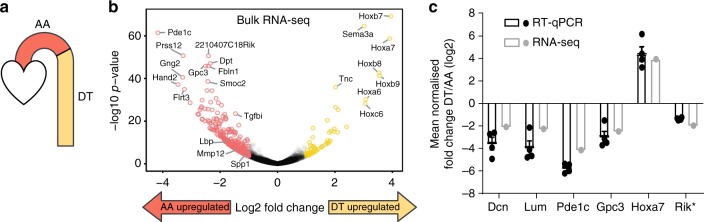
Bulk RNA-seq of VSMCs from the aortic arch and descending thoracic aorta. **a** Schematic representation of the aorta, indicating the aortic arch (AA) and descending thoracic aorta (DT). **b** Volcano plot showing significance (-log_10_ *p*-value) versus relative gene expression in VSMCs from the DT versus the AA. Genes showing significant differences in expression (adjusted *p*-value < 0.01, log_2_ fold change > 1) are labelled in yellow (upregulated in DT) and red (upregulated in AA). Gene names for selected genes are indicated. Three independent samples were analysed for each region (AA and DT samples paired). **c** Relative expression (log_2_(DT/AA)) of selected genes determined by RT-qPCR (black dots/bars, *n* = 4) and bulk RNA-seq (grey dots/bars). Error bars indicate s.e.m. from four independent RT-qPCR experiments. Rik*: *3632451O06Rik*

### Vascular region identity manifests in individual VSMCs

The scRNA-seq dataset described above (Fig. 1) comprised 79 AA and 64 DT cells, allowing comparison of the transcriptional signatures associated with VSMCs from these regions at a single-cell level. 

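Genes called in bulk kept their direction in most cases when means over single cells were compared. Of 119 bulk genes measured in the cells, 99 (83.2%) differed in the same direction between AA and DT cells. The share was 52.8% of 10075 genes with a bulk adjusted p of at least 0.5, a set taken for its lack of a bulk difference. The rest of this paragraph is on the 119 called genes. The share was 90.5% (19 of 21) for genes higher in the DT and 81.6% (80 of 98) for genes higher in the AA. It was 78.4% among cells with a run number and 71.8% among cells without. Genes are not independent replicates, and each region counts as 1 sample.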

Consistent with the region-specific gene signatures identified by bulk expression analysis, genes such as *Pde1c* and *Hand2* were almost exclusively detected in cells from the AA region and *Hoxa7* in cells from the DT region (Fig. 3a, top panel). However, other genes showing region-dependent expression levels in the bulk analysis were expressed at similar levels in a subset of cells from both regions, while the number of expressing cells was greater in either the DT (*Tnc*, *Calcrl*) or AA region (*Aspn*, *Gpc3*) (Fig. 3a, lower panel). Therefore, the observed region-specific gene signatures could reflect the presence of different proportions of cells expressing these genes in each region. 

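Pde1c was detected in 21 of 79 AA cells (26.6%, 17.3% to 37.7%) and in 1 of 64 DT cells. Hand2 was detected in 27 of 79 AA cells (34.2%) and in 0 of 64 DT cells, where the exact interval reaches up to 5.6%. Hoxa7 was detected in 22 of 64 DT cells (34.4%, 23.0% to 47.3%) and in 2 of 79 AA cells. Of 10 measured genes of Hox groups 4 to 13, 8 were higher in DT cells (median log2 difference of means over cells 1.09). Of 15 measured adventitial fibroblast genes, 13 were higher in AA cells, with a median of -1.80 (DT minus AA). Dcn was detected in 16 AA cells and 4 DT cells, and Lum in 6 and 1.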

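Tnc, a matrix glycoprotein, was detected in 73.4% of DT and 44.3% of AA cells. The calcitonin receptor-like gene Calcrl was detected in 85.9% of DT and 69.6% of AA cells, with means of 384 and 252 normalised counts among expressing cells. Aspn, a small leucine-rich proteoglycan, was detected in 55.7% of AA and 17.2% of DT cells (558 against 231), and the glypican Gpc3 in 74.7% of AA and 39.1% of DT cells (96.4 against 24.0). In bulk, Tnc had a log2 fold change of 2.24 (DT over AA, standard error 0.152, limma adjusted p = 4e-04), Calcrl of 1.24 (0.212, limma adjusted p = 0.0166), Aspn of -2.08 (0.177, limma adjusted p = 0.000818) and Gpc3 of -2.81 (0.167, limma adjusted p = 0.000259). Across the bulk genes measured in cells, 69 were detected in at least 20% of the cells of their higher region. Of these, 51 were also detected in at least 20% of cells of the other region, and 4 in fewer than 5%.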

Alternatively, and not mutually exclusively with the above, each individual VSMC may bear an inherent regional signature.

**Fig. 3:**
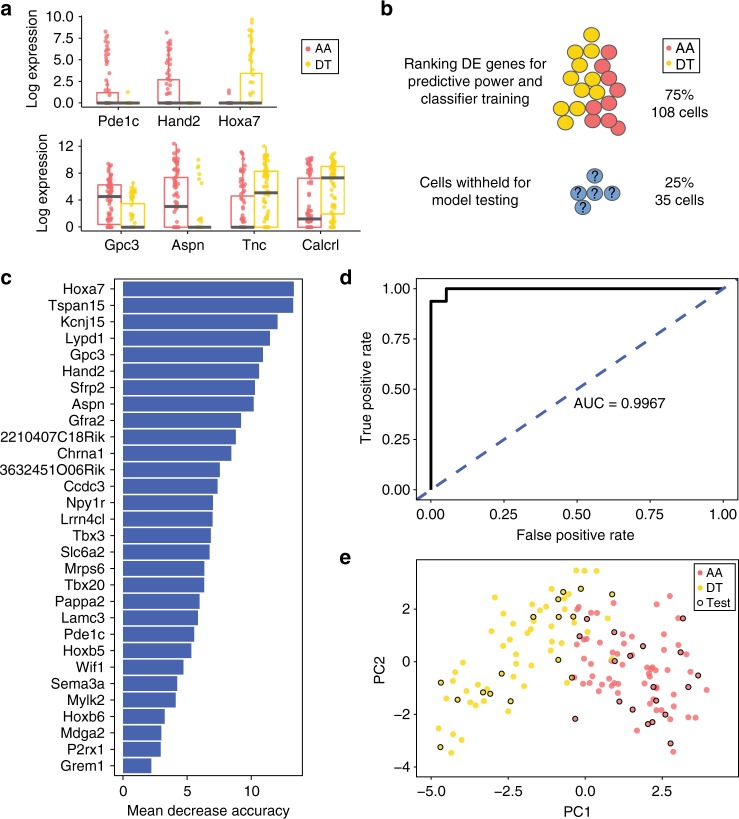
Single-VSMC transcriptomes reflect regional identity. **a** Boxplots showing log_2_-transformed normalised expression of genes detected as differentially expressed between the aortic arch (AA, red) and descending thoracic aorta (DT, yellow) in bulk RNA-seq experiments across single VSMCs. Top panel: genes showing expression near-exclusively in cells from one tissue. Lower panel: genes that are expressed in different proportions of cells from the AA and DT. Median (centre line), first and third quartiles (bounds of box) and 1.5 interquartile range (whiskers) and individual data points (dots) are indicated. **b** Schematic of the random forest analysis. The regional identity of 75% of the cells was used in classifier training and refinement. The remaining 25% of cells (35 cells) were tested with the model showing the best classification performance with the 75% subset. **c** The out-of-bag mean decrease in classification accuracy for the 30 genes used in the final classifier. **d** ROC curve showing the performance of the classifier on the 25% subset of cells that were not used for model testing and refinement. **e** PCA plot based on the 30 genes used in the final classifier, showing AA (red) and DT (yellow) cells. Cells in the 25% test subset are circled in black

To distinguish between these possibilities, we investigated whether VSMC regional identity can be reliably predicted from single-cell profiles. To this end, we employed random forest^19^ (RF) analysis (Fig. 3b), a nonparametric tree-based machine learning method that is widely used for classification based on expression data, including scRNA-seq^20,21^. First, 25% of cells were randomly selected and set aside for the final testing of the prediction algorithm. Data for the remaining 108 cells was used to rank differentially expressed genes detected in the bulk RNA-seq analysis, based on their power to predict regional identity in individual cells. The influence of each of the top 30 predictive genes on RF classification accuracy is shown in Fig. 3c and Supplementary Data 3a. These 30 genes were used in the final RF classifier; using additional genes for classification did not significantly increase classifier performance. 

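A random forest of 1000 trees on the 30 genes and the training cells of Supplementary Data 3 classified 34 of 35 test cells correctly (97.1%, exact binomial interval 85.1% to 99.9%). These were 19 of 19 AA cells and 15 of 16 DT cells, with an area under the ROC curve of 0.997. The genes of highest importance were Tspan15, Lypd1, Kcnj15, Hoxa7, Sfrp2 and Gpc3, and 21 of the 30 genes also passed the bulk test. Over 20 other random splits into training and test cells the median was 91.4% (80% to 97.1%), and 20 draws of 30 random genes gave a median of 71.4% (57.1% to 85.7%). A forest trained on cells without a run number classified 68 of 72 cells with one correctly (94.4%). The opposite direction gave 36 of 71 (50.7%, 38.6% to 62.8%), with 34 of 34 AA but 2 of 37 DT cells correct. The authors chose the 30 genes on the training cells, so the 35 test cells were held out from that choice. They were split at random from the same experiments. The other random splits and the forests across name patterns tested cells on which the genes had been chosen, so those shares are not independent evidence.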

The resulting RF model showed very high predictive power on the unseen 25% of the data, as demonstrated by the ROC curve (Fig. 3d), correctly classifying 17/18 AA cells and 14/15 DT cells set aside for model testing (Supplementary Data 3b). Consistent with this, a PCA plot based on the 30 RF classifier genes showed a clear segregation of AA from DT cells (Fig. 3e). 

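In a PCA of the 30 genes, the first component held 19.8% of the variance and separated the regions with an area under the ROC curve of 0.968, and the second held 8.97% with 0.543. The authors chose these genes on most of the same cells to separate the regions, so this area is not independent evidence.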

The highly robust performance of the scRNA-seq-based classifier strongly indicates that features of regional identity are borne by individual cells, rather than reflect the differential composition of cell populations between the regions.

### VSMC heterogeneity within vascular regions

We next examined whether cells within a specific vascular region showed heterogeneity with respect to expression of other genes. To identify variably expressed genes robustly, we assessed the variance of log-transformed scRNA-seq counts for each gene across cells, relative to that expected from the estimated technical noise (modified from ref. ^22^; Fig. 4a; see Methods for details). 

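Variance of log2(normalised count + 1) across cells was set against a loess trend over the mean, over 100 draws of 90% of the cells, separately in AA and DT cells. At an adjusted p under 0.05, 1021 genes were highly variable in the AA and 2126 in the DT, 496 of them in both. The p here speaks of variation between cells, not between animals. Of the paper's 147 HVGs, 140 were highly variable here in at least 1 region. The counts depend strongly on the trend and on the cells used. With the trend of scran they were 6 and 5, and within single name patterns 44 and 140 for the AA and 22 and 963 for the DT.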

We identified 113 highly variably expressed genes (HVGs) in AA and 79 HVGs in DT VSMCs (adjusted *p*-value < 0.05; Supplementary Data 4ab). Notably, the HVG scores between the two regions were correlated (*r* = 0.67; Supplementary Fig. 4a) and only one of the identified HVGs (*Wif1*) was detected as differentially expressed between the two regions.

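Variability scores of the regions correlated across genes with r = 0.788 (Spearman 0.755). Within the name patterns r was 0.637 for cells with a run number and 0.849 for cells without. Wif1, a secreted Wnt inhibitor, had a score of 4.23 in the AA and 2.23 in the DT. It was detected in 58 of 79 AA cells and 25 of 64 DT cells, and in bulk libraries it averaged 2690 ± 251 normalised counts in the AA and 968 ± 81.04 in the DT (SD, n = 3 each; log2 fold change -1.47, standard error 0.143, limma adjusted p = 0.00135). Of the paper's HVGs, 11 passed the bulk test here, namely Wif1, Aspn, Btc, Dcn, Fez1, Gpsm2, Hnmt, Lpar1, Lrrc32, Tnc and 2210407C18Rik.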

**Fig. 4:**
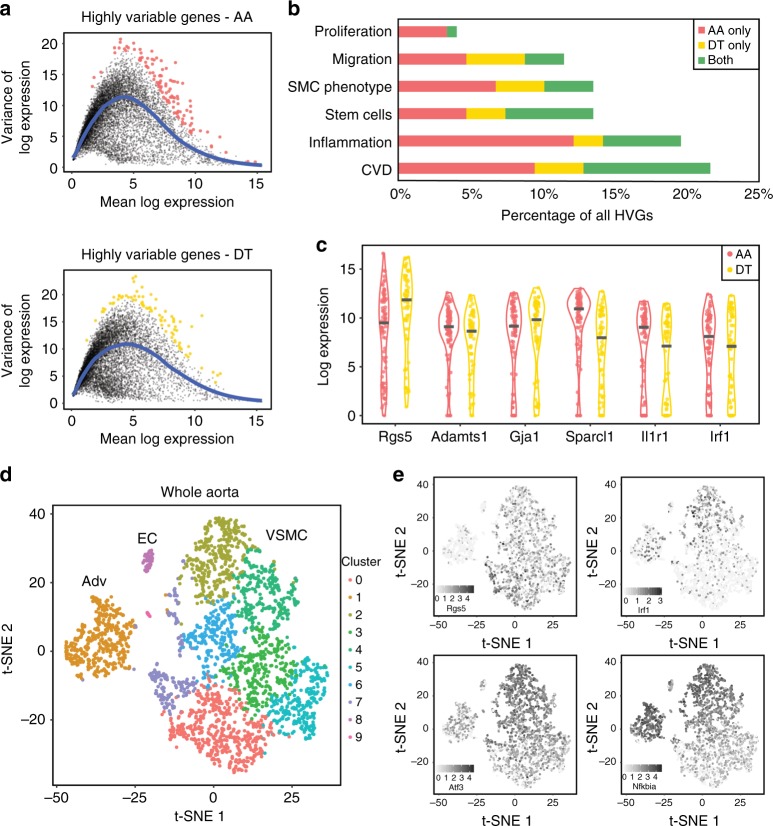
VSMCs show heterogeneous expression of genes implicated in cardiovascular disease. **a** Scatter plots showing the mean-variance relationship of log_2_-transformed normalised expression levels for each gene, with colour-highlighting of genes showing highly variable expression in the aortic arch (AA, red, top panel) and descending thoracic aorta (DT, yellow, lower panel). **b** Bar graph showing the implication of the identified highly variable genes (HVGs) in AA (red), DT (yellow) or both regions (green) in functions related to VSMC biology based on published literature (see Methods for details). **c** Dot plot showing log_2_-transformed normalised counts detected in individual VSMCs from AA (red) and DT (yellow) for selected genes that show variable expression across single cells. **d**, **e** t-SNE plot visualising a 10X Chromium dataset generated from 2846 unselected cells (gated as live using Zombie NIR staining and singlets using doublet discrimination) from the whole aortas of three tamoxifen-labelled *Myh11-CreERt2/Confetti* animals (pooled). **d** Clusters generated using graph-based clustering are colour-coded as indicated and adventitial (Adv), endothelial (EC) and VSMC (VSMC) populations are labelled. **e** Log-transformed expression levels of selected HVGs identified in AA and DT populations based on Fluidigm C1 data (*Rgs5*, *Irf1*, *Atf3*, *Nfkbia*), shown using a scale from light to dark grey

Many of the identified HVGs encode factors that have been directly linked to VSMC phenotype or have documented roles in cardiovascular disease, inflammation and VSMC biology (Fig. 4b and Supplementary Data 4c). For example, one of the top HVGs, *Rgs5* (Fig. 4c), is induced by PDGF and known to control vaso-contractility by accelerating the inactivation of Gα-dependent signalling^23^. 

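The paper's HVGs overlapped several of the gene lists fixed beforehand. They held 4 of 26 immediate early and dissociation genes, 3 of 24 genes of fibrillar matrix and proteoglycans, 1 of 23 contractile genes and 1 of 5 complement genes. The HVGs called here in either region held 7, 8, 3 and 3 of these. Both sets were chosen on the same cells, so the overlaps are not independent evidence. Immediate early genes can be induced during tissue dissociation.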

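Rgs5, a regulator of G-protein signalling, was the gene of rank 1 in the DT and rank 2 in the AA, with variability scores of 9.38 and 7.76. It was detected in 64 of 64 DT and 78 of 79 AA cells at any value above 0. The median was 3721 normalised counts in DT and 721 in AA cells, with an SD over cells of 4.24 and 4.26 on the log2 scale.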

Interestingly, *Rgs5* is highly expressed in the descending aorta compared with the carotid arteries during development, but this regional difference is lost in adults^24^. Consistent with this, we found that *Rgs5* is expressed in subsets of single cells from both AA and DT (Fig. 4c). Other genes showing heterogeneous expression in at least one region include factors involved in adhesion and cell migration (such as *Adamts1*, *Gja1* and *Sparcl1*), as well as inflammation (such as *Il1r1* and *Irf1*) (Fig. 4c).

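The protease gene Adamts1 was detected in 75 AA and 62 DT cells, with scores of 3.53 and 2.25. Gja1, the gap junction protein connexin 43, had scores of 6.33 and 5.09 and was detected in 72 and 62 cells. Sparcl1, a matricellular glycoprotein, had scores of 6.32 and 3.96. The interleukin 1 receptor gene Il1r1 had scores of 6.12 and 4.90 and was detected in 64 AA and 45 DT cells. Irf1, an interferon-responsive transcription factor, had scores of 4.16 and 4.66.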

The robust HVG identification strategy employed above deliberately disfavours genes expressed at high levels in only a very small number of cells. However, such genes may be relevant to VSMC biology, given, for example, that only a small number of cells undergo clonal proliferation in response to injury or in atherosclerosis^8–10^. We therefore employed the “Distance to Median” (DM) method that ranks genes based on the squared coefficient of variation of gene expression counts given the mean^22,25^ (Supplementary Data 5). This method ranked *Rgs5* (also identified using the robust approach) and *Vcam1* among the top HVGs in both AA and DT regions. 

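Vcam1, a leukocyte adhesion molecule, ranked 1 in both regions by distance to the median, at 1.35 in the AA and 1.18 in the DT. It was detected in 19 of 79 AA and 12 of 64 DT cells. Rgs5 ranked 2 in the AA and 7 in the DT.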

*Vcam1* is expressed in endothelial cells, but has also previously been detected in VSMCs^26^, where it is upregulated in response to pro-inflammatory cytokines^27^. Notably, another variably expressed gene highlighted in the DM analysis encodes Stem Cell Antigen 1 (*Ly6a/Sca1*; ranked within the top 1.2%).

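In the deposited values Ly6a was detected in 1 of 64 DT cells and in 0 of 79 AA cells, where the exact interval reaches up to 4.56%. It ranked 128 of 9494 genes in the DT, within the top 1.35%, and this rank rests on that 1 cell. In the AA it fell outside the 9735 genes ranked.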

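The whole aorta library is 1 10X Chromium library of raw UMI counts per gene and barcode, deposited as the filtered output of Cell Ranger. Of 6053 barcodes, 2846 passed the limits given in the methods (1000 to 8000 UMIs, 500 to 2500 genes, under 8% mitochondrial reads), the same number as in the legend of Fig. 4. They held 1008 to 7988 UMIs (median 4020) and a median of 1609.5 genes. The authors clustered with Seurat and displayed t-SNE. Here, counts were scaled to 10000 per cell and log-transformed, and cells were clustered on 5 principal components of 2000 variable genes at a resolution of 0.8. Clusters were called by markers fixed beforehand, with a naming rule set after the data were seen. A doublet caller marked 3 of 2846 cells (0.105%), and doublets were kept. With 1 library there is no test between cells, and differences from the study may come from the rebuilt clusters.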

We next assessed the expression of the identified heterogeneously expressed genes in a much larger dataset (~2800 cells) of dissociated aortic cells generated using 10X Chromium technology, which has a higher throughput, but reduced coverage compared with the Fluidigm C1-based analysis presented above^28^. As shown in Fig. 4d, t-SNE analysis of this dataset revealed clusters of arterial cells corresponding to VSMCs, endothelial and adventitial cell populations based on marker gene expression (including *Myh11/Cnn1*, *Cdh5* and *Pdgfra*, respectively, Supplementary Fig. 4b). 

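Of 11 clusters, 6 were VSMC-like with 2278 cells (80.0%), 2 adventitial fibroblast-like with 452 cells (15.9%), 1 endothelial-like with 57 cells and 1 macrophage-like with 15 cells, while 44 cells stayed unnamed. Median depth was 4199 UMIs in VSMC-like, 2571 in adventitial fibroblast-like, 2881 in endothelial-like and 2495 in macrophage-like cells. Dcn stood at 10690 CPM (UMIs scaled to a common total) in adventitial fibroblast-like cells and at 42.8 CPM in VSMC-like cells, where 13.0% of cells held at least 1 Dcn UMI.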

*Myh11*-expressing VSMCs further segregated into seven clusters, highlighting the heterogeneity of this population. 

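Here, VSMC-like cells formed 6 clusters of 301 to 476 cells. Clusters 2, 3 and 4 were led by immediate early genes such as Atf3 and Fos, which respond to dissociation, and clusters 0 and 5 by Rgs5. The paper reads the separation of its VSMC clusters as heterogeneity of this population.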

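Of the paper's 147 HVGs, 143 were measured in VSMC-like cells, and 19 (13.3%) were higher in at least 1 VSMC-like cluster by the size rule of the methods (at least 25% of its cells and a natural-log difference of at least 0.25). Random gene lists of the same size matched on expression gave a median of 9 and at most 20, which puts 19 at percentile 99.89. With the first naming rule of the clusters the number was 10. Gsn and Rgs5 were higher in cluster 0 only, and all others of the 19 were higher in cluster 2, which was led by immediate early genes. In it, Nfkbia, the inhibitor of NF-kappa-B, was detected in 99.7% of cells against 73% of other VSMC-like cells, Irf1 in 53.7% against 17.0% and Adamts1 in 74.1% against 48.6%. The urokinase receptor gene Plaur, which is not among these HVGs, was detected in 30.6% against 10.0%. Rgs5 was higher in cluster 0 by 0.391 on the natural-log scale, at 56.3% against 55.9% of cells. Of 25 immediate early and dissociation genes, 24 were higher in at least 1 cluster, and 4 of the 19 HVGs belong to that list. Leaving these genes out of the clustering gave 20 HVGs.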

Remarkably, these clusters showed differential expression of 13% of the HVGs identified above, including *Rgs5*, *Irf1*, *Nfkbia* and *Adamts1* (22/147, Fisher’s exact test *p* = 2e−15), and two genes prioritised using the DM method (*Rgs5* and *Plaur*) based on Fluidigm C1 data (Fig. 4e, see Methods for details).

Jointly, these analyses demonstrate that region-specific gene expression manifests at the level of individual VSMCs and may directly contribute to disease predisposition of the aortic arch. Additionally, many genes previously implicated in VSMC regulation and vascular disease development show cell-to-cell variation in expression levels in the vessel media. These highly variable genes could underlie the functional heterogeneity of VSMCs, such as that observed in atherosclerosis^8–10^.

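Regional identity in single cells did not rest on Hox genes alone in the classifier. Without them, 27 genes classified 33 of 35 test cells correctly. In place of the authors' set, 30 genes taken from the bulk test gave 32 of 35, but that choice did not leave out Hox genes. Across name patterns the result depended on the direction. Trained on cells with a run number, the authors' 30 genes classified 2 of 37 DT cells without one correctly, and the 30 bulk genes called 25 of them AA. In the opposite direction the authors' genes classified 68 of 72 cells correctly. From the performance of the classifier on cells left out of training, the paper draws a strong indication that individual VSMCs carry features of their region, rather than the regions holding cell populations in different proportions.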

### A subset of VSMC-lineage cells express Stem Cell Antigen 1

The *Ly6a/Sca1* gene, which marks stem and progenitor cells in the vasculature^29–34^ and other tissues^35^, was identified as heterogeneously expressed in VSMCs with the DM method above (Supplementary Fig. 5a). Consistent with this, *Ly6a/Sca1* expression was detected in individual cells in the VSMC cluster in the 10X Chromium whole aorta analysis, in addition to the expected^30,36^ abundant *Ly6a/Sca1* expression in the adventitial and endothelial clusters (Fig. 5a). Furthermore, 0.5–1% of medial cells (*n* > 10) stained positively with anti-Sca1 antibody in flow cytometry analysis (Supplementary Fig. 5b). 

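At least 1 Ly6a UMI was found in 64 of 2278 VSMC-like cells (2.81%, exact binomial interval 2.17% to 3.57%), in 201 of 452 adventitial fibroblast-like cells (44.5%, 39.8% to 49.2%) and in 36 of 57 endothelial-like cells (63.2%, 49.3% to 75.6%). Ly6a stood at 7.09 CPM in VSMC-like, 669 CPM in adventitial fibroblast-like and 639 CPM in endothelial-like cells. Among VSMC-like cells 1 held 2 or more Ly6a UMIs (0.0439%). UMIs of other adventitial genes were also found in VSMC-like cells, with Pi16 in 4.57% and Lum in 6.54% of them. In macrophage-like cells, 1 of 15 cells (6.67%, 0.169% to 31.9%) held a Ly6a UMI. Whether these cells express Ly6a themselves was not tested, and 15 cells are too few to bound the background. Per 100 UMIs of 6 other adventitial genes, VSMC-like cells held 6.18 and adventitial fibroblast-like cells 3.31 Ly6a UMIs. Per 100 UMIs of 4 endothelial genes, VSMC-like cells held 18.4 and endothelial-like cells 15.9. Of the 376 endothelial UMIs in VSMC-like cells, however, 365 were of Pecam1. Pecam1 stood at 37.5 CPM there and at 39.7 CPM in sorted lineage-positive medial cells, so this ratio is no measure of free endothelial RNA. Cdh5 had 2 UMIs beside 69 of Ly6a in VSMC-like cells, and 71 beside 117 in endothelial-like cells. The ratios do not show whether the Ly6a UMIs came from the VSMC-like cells themselves.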

To eliminate possible artefacts from antibody cross-reactivity, we also analysed transgenic Sca1-GFP animals, which express GFP from the *Ly6a/Sca1* promoter^37^. Similar to the observations from antibody staining, 0.2–1.6% of medial cells from transgenic animals expressed GFP (Supplementary Fig. 5c, *n* = 4). To test whether GFP-expressing cells from the medial layer of Sca1-GFP animals have a VSMC identity, we sorted GFP-positive cells from either medial or adventitial samples and immunostained them for aSMA (a contractile VSMC marker). As expected, none of the 60 analysed GFP+ cells from the adventitial sample expressed aSMA. In contrast, 25–86% of medial GFP+ cells stained positive for aSMA (Fig. 5b, c). Taken together, these results suggest the existence of a rare subpopulation of Sca1-expressing VSMCs within the medial layer of healthy animals.

**Fig. 5:**
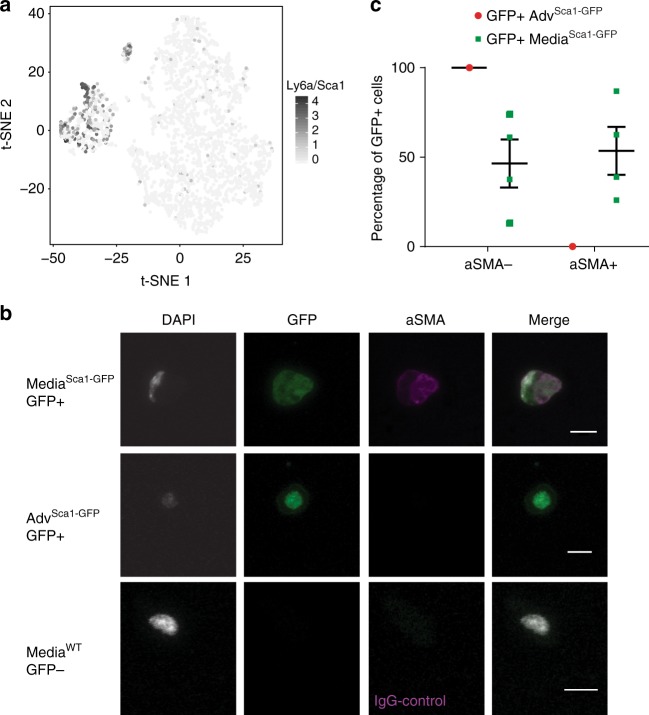
A subset of medial cells express Sca1. **a** t-SNE plot visualising the 10X Chromium dataset of unselected cells from whole aortas (shown in Fig. 4d), with log-transformed expression levels of *Ly6a/Sca1* in each cell colour-coded on a scale from light to dark grey. **b** Representative confocal images of GFP-positive cells isolated from the media (top row) or adventitia (Adv, middle row) of Sca1-GFP animals after immunostaining for aSMA. Signals for GFP (green), anti-aSMA (magenta) and nuclear DAPI (white) are shown individually and merged as indicated. The lower row shows GFP-negative medial cells isolated from wild-type animals and stained with isotype IgG as a control for staining and GFP detection. Scale bars are 10 µm. **c** Dot plot showing the percentage of aSMA– and aSMA+ cells in sorted GFP+ adventitial (Adv, red dot, *n* = 1) and medial cells (green dots, *n* = 4) from Sca1-GFP animals. Data for individual replicates and their mean values are indicated and error bars show s.e.m.

To further confirm the lineage affiliation of Sca1+ medial cells, we analysed Sca1 expression in the aortic media of mouse models that allow for genetic lineage labelling of VSMCs (*Myh11-CreERt2/EYFP*^38^ and *Myh11-CreERt2/Confetti*^8^). These animals express the tamoxifen-inducible CreERt2 recombinase selectively in smooth muscle cells under control of the *Myh11* promoter. Activation of the Cre recombinase by tamoxifen administration therefore causes in VSMC-specific deletion of a stop cassette at either single-colour (EYFP) or multicolour reporters (Confetti), resulting in stable fluorescent protein expression (Fig. 6a). The specificity of the lineage label to the media was confirmed by analysis of 72 arterial sections from six Confetti-labelled animals (Fig. 6b, c), which detected only seven lineage-positive cells in the adventitial layer and one cell in the vascular endothelium. In contrast, recombination was efficient in medial cells (70–95% for the Confetti reporter and 40–90% for the EYFP reporter, Fig. 6d), consistent with previous data^8^. We confirmed by flow cytometry that a significant proportion of Sca1-expressing cells (S+) isolated from the media of *Myh11-CreERt2/EYFP* mice expressed the EYFP lineage label (Fig. 6e). 

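The library of sorted Myh11-lineage-positive medial cells, deposited as raw UMI counts, held 4222 barcodes, of which 2840 passed the same limits as the whole aorta (1003 to 7974 UMIs, median 4639.5). All 8 clusters were VSMC-like. Ly6a was found in 5 of 2840 cells (0.176%, exact binomial interval 0.0572% to 0.410%), with 9 UMIs in all or 0.678 CPM. The 5 cells held less of the contractile transcripts, with Myh11 at 240 CPM against 1934 in the other cells, Cnn1 at 721 against 2769 and Tagln at 3003 against 13270. None of the 5 held a UMI of Dcn, Lum, Pi16, Dpt or Clec3b, and 1 held a UMI of the adventitial gene Pdgfra. The endothelial genes Pecam1 (14 UMIs) and Cdh5 (3 UMIs) were each found in 1 of the 5 cells. The macrophage gene Lyz2 was also found in 1, with 15 UMIs (601 CPM over the 5 cells, against 1.36 CPM in the other cells). No other cell type was present in the sort to give the level of free RNA. With 5 cells from 1 library these values carry no test.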

We also detected a small number of *Ly6a/Sca1*+ cells in a 10X Chromium analysis of sorted *Myh11-*lineage labelled cells (Supplementary Fig. 6a), confirming the existence of a rare population of Sca1-positive VSMCs in the media.

**Fig. 6:**
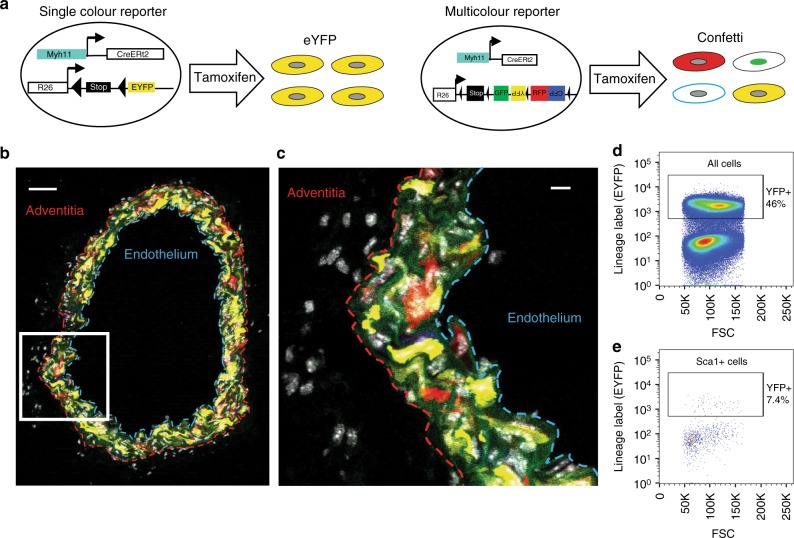
VSMC-lineage cells express Sca1. **a** Schematic showing strategies for lineage labelling of VSMCs using a Myh11-driven, tamoxifen-inducible Cre-recombinase (CreERt2). Tamoxifen treatment activates Cre recombinase activity, resulting in VSMC-specific excision of the stop codon in fluorescent reporter transgenes inserted into the Rosa26 locus (R26). Left panel, the single-colour EYFP reporter. Right panel, the multicolour Confetti reporter, which results in stochastic labelling of VSMC-lineage cells with one of four fluorescent proteins (GFP, YFP, RFP, CFP). **b**, **c** Maximum projection of a 12 µm transverse cryosection from the carotid artery of an *Myh11-CreERt2/Confetti* animal one week after tamoxifen labelling. Confetti fluorescent proteins are shown in red (RFP), yellow (YFP), blue (CFP) and green (nuclear GFP), elastic lamina autofluorescence in green and nuclear DAPI in white. The white boxed region in **b** is magnified in **c**, and the dashed lines show the medial-adventitial (red) and medial-endothelial (blue) borders in each panel. Scale bars are 50 µm (**b**) and 10 µm (**c**). **d**, **e** FACS plot showing forward scatter (FSC) and EYFP expression in all (**d**) or gated Sca1+ cells (**e**) isolated from the medial layer of aortas from *Myh11-CreERt2/Rosa26-EYF*P animals

### Single-cell expression profiles of Sca1+ VSMC-lineage cells

Due to the low frequency of *Ly6a/Sca1+* VSMCs, the number of cells profiled using 10X Chromium technology was insufficient for robust analysis. We therefore index-sorted cells from tamoxifen-treated *Myh11-CreERt2/Confetti* animals based on Sca1 expression and profiled their transcriptomes using the Smart-seq2 protocol (Fig. 7a). 

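Smart-seq2 profiles covered 36 S-L+, 92 S+L+ and 27 S+L- cells, sorted by Sca1 protein (S) and the Confetti lineage label (L). The deposited values are read counts normalised by the authors with scran size factors; 13807 genes were matched to symbols. Median normalised totals were 1948566 in S-L+, 1879827 in S+L+ and 1480338 in S+L- cells, with 1 S+L+ cell at 17047724. Leaving this cell out changed the S+L+ mean of Mgp from 10970 to 11090, of Dcn from 1153 to 1166 and of Flt1 from 49.0 to 39.2 normalised counts. Cells had 3461 ± 675, 3725 ± 1174 and 4151 ± 1339 detected genes (SD over cells). Cell names end in f, s or t. S-L+ cells carry f (14) and s (22), S+L+ cells f (17), s (25) and t (50), and S+L- cells f (20) and t (7). The labels tie no cell to an animal, so each population counts as 1 sample and differences carry no p-value. Differences of log2(mean normalised count + 1) were taken, with random gene lists matched on expression for gene groups.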

To ensure that only single cells were analysed, we gated for cells expressing only a single colour of the lineage label (L) and confirmed singlet isolation by confocal microscopy (Supplementary Fig. 6b). In total, data for 92 Sca1-positive/lineage-positive cells (S+L+), as well as 27 Sca1-positive/lineage-negative (S+L-) and 36 “conventional” Sca1-negative/lineage-positive (S−L+) control cells, from six independent cell pools profiled in three experiments passed stringent quality control filters (Supplementary Fig. 6c-e, see Methods for details) and were used in further analysis.

**Fig. 7:**
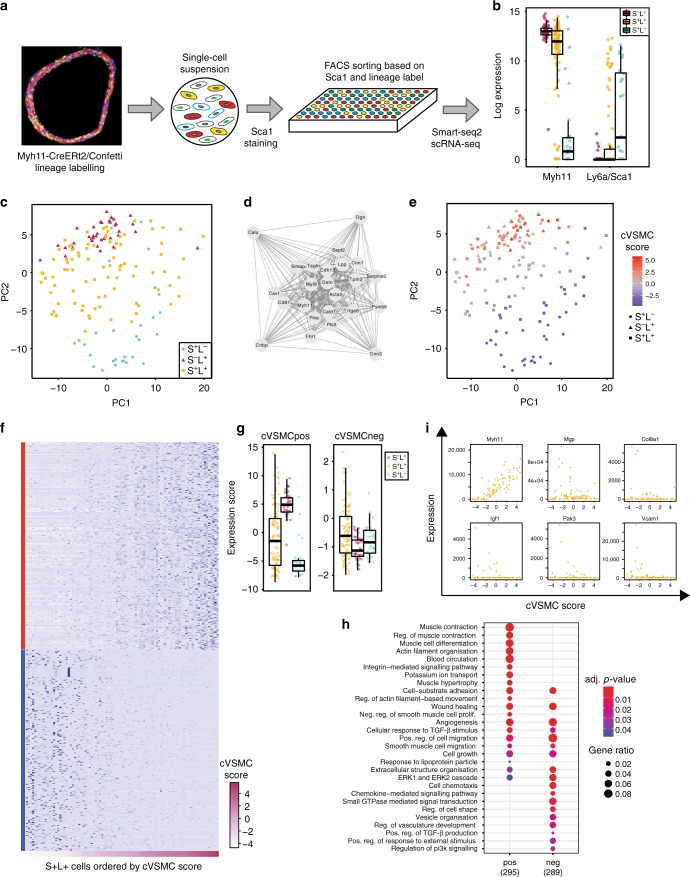
Transcriptional signature of S+L+ cells. **a** Schematic of the experimental strategy. A single-cell suspension of medial cells from *Myh11-CreERt2/Confetti* animals (a confocal image of an aortic cryosection is shown) was immunostained for Sca1 and index-sorted based on the expression of the lineage label and Sca1 to isolate individual cells for Smart-seq2 analysis. **b** Boxplots showing the log_2_-transformed normalised levels of *Myh11* and *Ly6a/Sca1* transcripts detected in Sca1-negative, lineage label positive (S–L+, magenta), Sca1-positive, lineage label positive (S+L+, yellow) and Sca1-positive, lineage label negative cells (S+L–, blue). **c** PCA plot summarising the expression of the 500 most variable genes in S−L+, (magenta triangles), S+L+ (yellow squares) and S+L– (blue circles) cells. **d** The co-expressed cVSMC network module detected by weighted gene co-expression network analysis (WGCNA) based on 52 highly variable genes (HVGs) identified in S+L+ cells. Co-expression strength is indicated by edge thickness. **e** The PCA plot as in **c**, with cVSMC scores for S−L+ (triangles), S+L+ (squares) and S+L- (circles) cells colour-coded on a scale from blue to red. **f** Heatmap showing the expression of genes which positively (cVSMCpos, red side strip) or negatively (cVSMCneg, blue side strip) correlated with cVSMC score (likelihood ratio test, fdr-adjusted *p*-value < 0.05). Rows represent genes and columns represent cells ordered by their cVSMC score (colour-coded from light to dark purple, lower strip). **g** Boxplots showing the expression score of cVSMCpos (left) and cVSMCneg (right) genes for S−L+ (magenta), S+L+ (yellow) and S+L- (blue) cells. Expression scores are calculated based on PC1 as described in the Methods section. **h** Bubble plot of selected GO terms enriched in cVSMCpos (left) and cVSMCneg (right) genes. Dot size represents the number of genes overlapping with each GO term and the adjusted *p*-value is colour-coded from red to blue. The full list of enriched GO terms is given in Supplementary Data 9. **i** Dot plots showing the normalised expression of cVSMCpos gene *Myh11* and cVSMCneg genes *Mgp*, *Col8a1*, *Igf1*, *Pak3* and *Vcam1* across S+L+ cells, ordered by cVSMC score. Boxplots show median (centre line), first and third quartiles (bounds of box) and 1.5 interquartile range (whiskers) and data for individual cells (dots)

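Ly6a was found in 24 of 92 S+L+ cells (26.1%), 17 of 27 S+L- cells (63.0%) and 4 of 36 S-L+ cells, none of which exceeded 10 normalised counts. In S+ cells the exact binomial interval was 26.0% to 43.7%, and at a normalised count of at least 10 the share was 27.7%. It differed by name ending, with 54.1% of S+ cells ending in f (20 of 37), 35.1% of those ending in t (20 of 57) and 4% of those ending in s (1 of 25). Sca1 protein was the sorting marker, so the difference between S+ and S- cells reflects the gate.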

*Ly6a/Sca1* transcripts were only detected in a subset of S+ cells (41/119, 34%, Fig. 7b), which could be due to either a lower sensitivity of scRNA-seq compared with FACS analysis or biological factors such as differences between transcript and protein stability. While all S−L+ cells expressed *Myh11* mRNA, as expected, S+L+ cells showed a broad range of *Myh11* transcript levels (Fig. 7b). 

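Myh11 was detected in 36 of 36 S-L+ cells, with a median of 8165 normalised counts (quartiles 6341 and 10060) and an SD of 1.79 on the log2 scale. In S+L+ cells it was detected in 85 of 92, with 80 above 10, a median of 4012 (quartiles 1612 and 8410) and an SD of 4.17. Of 27 S+L- cells, 18 held any Myh11 value (66.7%), 6 more than 10 (22.2%) and 5 at least 100 (18.5%).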

*Myh11* was also expressed (more than 10 reads) in 6/27 of S+L- cells, suggesting that these cells represent the fraction of VSMCs that did not successfully recombine the lineage label after tamoxifen treatment.

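Means of the populations over the 500 most variable genes were compared with each cell. All 36 S-L+ cells lay nearer to the S-L+ mean, and 24 of 27 S+L- cells nearer to the S+L- mean. Of 92 S+L+ cells, 64 lay nearer to the S-L+ mean and 28 nearer to the S+L- mean.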

Conventional VSMCs (S−L+; Fig. 7c, magenta triangles) and the majority of non-lineage-labelled Sca1-expressing cells (S+L-; blue circles) formed distinct clusters in a PCA based on the levels of the 500 most variably expressed genes. In contrast, Sca1+ VSMC-lineage cells (S+L+; yellow squares) showed remarkable heterogeneity, with some S+L+ cells clustering together with conventional VSMCs, and others spreading away from them. These findings provided the initial evidence that VSMC-lineage Sca1+ cells are distinct from their non-VSMC-lineage counterparts and may show heterogeneity with respect to the contractile VSMC phenotype.

### Increased expression of VSMC response genes in Sca1+ VSMCs

To identify gene signatures underlying the observed heterogeneity of S+L+ cells, we initially employed the robust HVG method used above for the analysis of the AA and DT VSMC populations. 

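The variance test used for the C1 cells was applied to S+L+ cells. The deposited table holds no ERCC spike-ins, so the trend came from the genes themselves. No gene passed at an adjusted p under 0.05, and 10 passed when all cells entered 1 run. The highest scores were those of Sdc4, a syndecan of focal adhesions (4.12), and of the matrix genes Mfap5, Dpt and Postn. On simulated data this test found 16.4%, 29.9% and 62.1% of genes whose dispersion had been raised by a factor of 4, 8 and 16, with 21 false calls among 13554 genes.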

We identified 52 genes showing highly variable expression within the S+L+ population (Supplementary Fig. 7a,b and Supplementary Data 6), which fell into three network modules according to weighted gene co-expression network analysis (WGCNA, Fig. 7d and S7c, d). The module showing the highest level of co-expression consisted of 24 genes, including key contractile markers (*Myh11*, *Acta2*, *Tagln* and *Cnn1*; Fig. 7d), and we will refer to it as the “cVSMC network”. 

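The first principal component of the 24 module genes of Supplementary Data 6, on log2 values over all 155 cells, held 46.4% of the variance. It averaged 9.70 ± 4.41 (SD over cells) in S-L+ cells, 2.02 ± 11.1 in S+L+ cells and -19.8 ± 11.4 in S+L- cells. A single S-L+ cell had -13.7 and the next lowest 4.83, and 11 of 92 S+L+ cells (12%) and 21 of 27 S+L- cells (77.8%) lay below that lowest cell. Means of Acta2 were 41500, 24800 and 6509 normalised counts and means of Tagln 10250, 6024 and 1096 in the order S-L+, S+L+ and S+L-. The study chose the module on these cells.

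**Figure D2:**
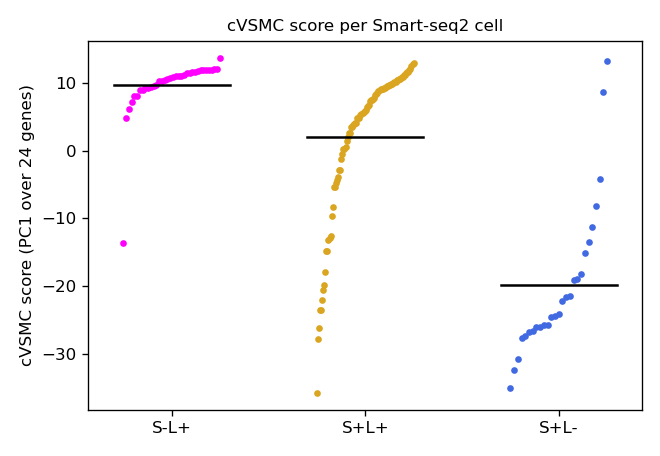
Score of the contractile module, the first principal component over its 24 genes, for each cell of the S-L+, S+L+ and S+L- populations. Lines mark the means of 9.70, 2.02 and -19.8, and the lowest S+L+ cell lies at -35.8.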

As expected, the cVSMC network was expressed highly in conventional S−L+ VSMCs, variably across S+L+ cells and at low levels in S+L- cells (Supplementary Fig. 7e).

The reduced levels of cVSMC markers in a subpopulation of S+L+ cells that did not cluster with conventional S−L+ VSMCs (Fig. 7e) prompted us to search for genes that are upregulated as the contractile identity is lost. We assigned each cell a “cVSMC score” based on expression of the cVSMC network genes (Supplementary Data 7; see Methods for details). 

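The component calculated here correlated with the deposited score of Supplementary Data 7 with r = 0.862 over all cells and 0.808 within S+L+ cells. A component recalculated over S+L+ cells alone gave 0.788. S+L+ cells in which Ly6a was detected averaged -1.26 ± 11.0 (24 cells) and those without 3.18 ± 10.9 (68 cells). By name ending the means of S+L+ cells were 5.04 for f, 5.99 for s and -0.98 for t. Spearman's rho of the score with the number of detected genes was 0.274.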

Using negative binomial regression, we detected 312 genes whose expression positively correlated with the cVSMC score in S+L+ cells (cVSMCpos), and 303 genes showing a negative correlation (cVSMCneg) (likelihood ratio test, fdr-adjusted *p*-value < 0.05; see Methods; Fig. 7f and Supplementary Data 8).

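Of 285 measured cVSMCneg genes, 253 (88.8%) had a negative Spearman correlation with the score calculated here in S+L+ cells, against 34.4% of random genes of matched expression. Of 300 cVSMCpos genes, 297 (99%) had a positive one, against 69.3% of random genes. The sign held in each name ending for 88 cVSMCneg (30.9%) and 205 cVSMCpos genes (68.3%). The study chose both lists on these cells, so the shares are not independent evidence of direction.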

Genes that correlated positively with the cVSMC score were generally expressed at higher levels in S−L+ cells compared with S+L- cells and showed variable expression in S+L+ cells (Fig. 7g). 

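Among cVSMCpos genes, 102 had a higher mean in S+L+ than in S-L+ cells (median log2 difference -0.39) and 67 had a higher mean in S+L- than in S+L+ cells (median -1.15). The median difference of the contractile list fixed beforehand was -0.53 between S+L+ and S-L+ cells, with 21 of 23 genes lower (percentile 0.16 of random lists), and -2.09 between S+L- and S+L+ cells, with 23 of 23 lower. Myh11 averaged 9038, 5124 and 1200 and Cnn1 4579, 2605 and 326 normalised counts in S-L+, S+L+ and S+L- cells. With means of log2 values over cells in place of the log2 of means, these medians were -1.48 and -4.83, and between S+L+ and S-L+ cells the median was -0.44 among names ending in f and -0.23 among those ending in s. No S-L+ cell and 50 of 92 S+L+ cells had names ending in t. Cnn1 averaged 4026 against 4703 in ending f and 5679 against 4500 in ending s.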

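Tpm1, a tropomyosin of the thin filament, averaged 3081, 2219 and 881 normalised counts in S-L+, S+L+ and S+L- cells, and Mylk, the myosin light chain kinase, 2276, 1494 and 92.2. The actin cross-linker Actn4 averaged 1393, 613 and 394 and the actin-depolymerising Dstn 11950, 8328 and 2272. Sdc4 averaged 3258, 1971 and 831 and the integrin subunit Itgb1 3220, 2898 and 1452. Spearman correlations with the score calculated here over S+L+ cells were 0.594 for Mylk, 0.591 for Actn4, 0.581 for Dstn, 0.570 for Tpm1, 0.531 for Sdc4 and 0.396 for Itgb1. All 23 contractile genes of the fixed list correlated positively (median 0.566).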

As expected, cVSMCpos genes showed enrichment for ontology terms describing functional features of contractile VSMCs such as “muscle contraction” (*Tpm1, Mylk*), “actin filament organisation” (*Actn4, Dstn*) and “cell-substrate adhesion” (*Sdc4*, *Itgb1*) (Fig. 7h and Supplementary Data 9). In contrast, genes showing a negative correlation with the cVSMC score (cVSMCneg) were enriched for ontology terms associated with vascular development, potentially reflecting a less differentiated state compared with contractile VSMCs (Fig. 7h)^3,39^. Consistent with this, cVSMCneg genes included classical “synthetic” VSMC markers *Mgp*, *Col8a1* and *Spp1* and showed enrichment for terms associated with functional characteristics of phenotypically switched VSMCs, including migration (such as *Pak3, Igf1* and *Igfbp5*), proliferation (“cell growth”, “wound healing”) and secretion of extracellular matrix components (“vesicle organisation” and “extracellular matrix structure”) (Fig. 7i and Supplementary Data 9). 

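Mgp, the matrix Gla protein, averaged 3937, 10970 and 7745 normalised counts in S-L+, S+L+ and S+L- cells. The collagen gene Col8a1 was detected in 3 of 36, 26 of 92 and 10 of 27 cells, and Spp1 in 0 of 36, 10 of 92 and 6 of 27. No S-L+ cell had a name ending in t, so S+L+ and S-L+ cells were also compared within endings f and s. There, Mgp averaged 5103 in S+L+ against 6384 in S-L+ cells in ending f and 2400 against 2380 in ending s. Col8a1 was detected in 2 of 17 S+L+ against 2 of 14 S-L+ cells and in 4 of 25 against 1 of 22, and Spp1 in none of the S+L+ cells, all 10 of its cells having names ending in t. Pak3, a kinase of cell motility, was detected in 1, 14 and 0 cells, the growth factor gene Igf1 in 15, 28 and 12 and its binding protein gene Igfbp5 in 4, 17 and 7. Of the 14 S+L+ cells with Pak3, 11 had names ending in t, with 0 of 17 S+L+ against 0 of 14 S-L+ cells in ending f and 3 of 25 against 1 of 22 in ending s. Igf1 was detected in 3 of 17 against 3 of 14 and in 10 of 25 against 12 of 22, and Igfbp5 in 2 of 17 against 1 of 14 and in 8 of 25 against 3 of 22. Spearman correlations with the score calculated here over S+L+ cells were -0.289 for Spp1, -0.152 for Igf1, -0.125 for Pak3, -0.115 for Col8a1, -0.104 for Mgp and -0.057 for Igfbp5. The paper used negative binomial regression on its own score, with which the score here correlated at r = 0.808 within S+L+ cells. Of 17 synthetic VSMC genes fixed beforehand, 15 were higher in S+L+ than in S-L+ cells, with a median log2 difference of 1.41 (percentile 100 of random lists). Within ending f the median was 0.38 and within ending s -0.22, so the difference was not seen in both endings.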

We also found enrichment for genes associated with activation of many signalling pathways (PI3K, small GTPases, Tgf-beta, chemokines), suggesting that the cVSMCneg gene signature reflects a responsive cell state.

Notably, a number of GO terms (including cell adhesion, migration and ERK1/2 signalling, Fig. 7h) showed enrichment among both cVSMCpos and cVSMCneg genes. However, we noted that in these cases the positively and negatively correlated genes promote different functions within the same broad pathways. For example, inspection of the focal adhesion pathway annotated in the KEGG database^40^ suggested that cVSMCpos genes enhance stress fibre formation, while cVSMCneg genes promote cell proliferation (e.g., *Pak3*, Supplementary Fig. 8a). Similarly, in the MAPK pathway, genes that correlate positively with the cVSMC score are generally inhibitory, whereas negatively correlated genes promote growth factor signalling (Supplementary Fig. 8b).

Collectively, our findings demonstrate that S+L+ cells are a heterogeneous cell population showing progressively lower levels of contractile VSMC genes (cVSMCpos) and higher expression of cVSMCneg genes that are associated with responses to diverse signals.

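Genes of other cell types were also higher in S+L+ than in S-L+ cells. Of 22 macrophage genes 21 were higher (median log2 difference 3.71) and of 18 adventitial fibroblast genes 17 (median 3.73). Both lay at percentile 100 of random lists. Other lists rose as well, such as chemokine and cytokine genes (median 3.32, percentile 100), chondrocyte genes (3.07, percentile 99.86) and erythroid genes (2.75, percentile 88.96). Only the contractile (-0.53) and immediate early lists (-0.06) had negative medians. A rise was therefore not particular to the macrophage and adventitial fibroblast lists. Within names ending in f and s the medians were 0.07 and 5.17 for the macrophage and 5.56 and 2.61 for the adventitial fibroblast list. Without the 11 S+L+ cells of lowest score the medians over all endings were 0.29 and 2.05. Dcn was detected in 10 of 36 S-L+, 22 of 92 S+L+ and 19 of 27 S+L- cells, with means of 1.18, 1153 and 6524 normalised counts. Vcam1 averaged 54.6, 1039 and 919 (25.5 against 9.35 in ending f and 23.0 against 83.4 in ending s between S+L+ and S-L+ cells), and the chemokine gene Ccl2 354 in S+L+ cells and 87.4 in S+L- cells, being listed at 0 in S-L+ cells. Among the genes with the largest differences in mean between S+L+ and S-L+ cells were Sncg (9.61 on the log2 scale), Dcn (9.05) and Pdgfc (8.30). Of the genes higher in S+L- than in S+L+ cells, the endothelial genes Tek (8.98), Ramp2 (8.19) and Procr (8.13) were among those with the largest differences. From lower cVSMCpos and higher cVSMCneg expression along the score, the paper concludes that S+L+ cells are a heterogeneous population graded in contractile identity.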

### Sca1 expression is a hallmark of VSMC stimulation

To test whether Sca1 expression is linked to VSMC phenotypic modulation, we initially compared levels of *Ly6a/Sca1* transcripts in VSMCs isolated from healthy tissue with cultured VSMCs, representing a partial model of phenotypic switching. Increased *Ly6a/Sca1* expression in the cultured cells was evident by both RT-qPCR analysis (Fig. 8a) and in scRNA-seq datasets (Fig. 8b).

**Fig. 8:**
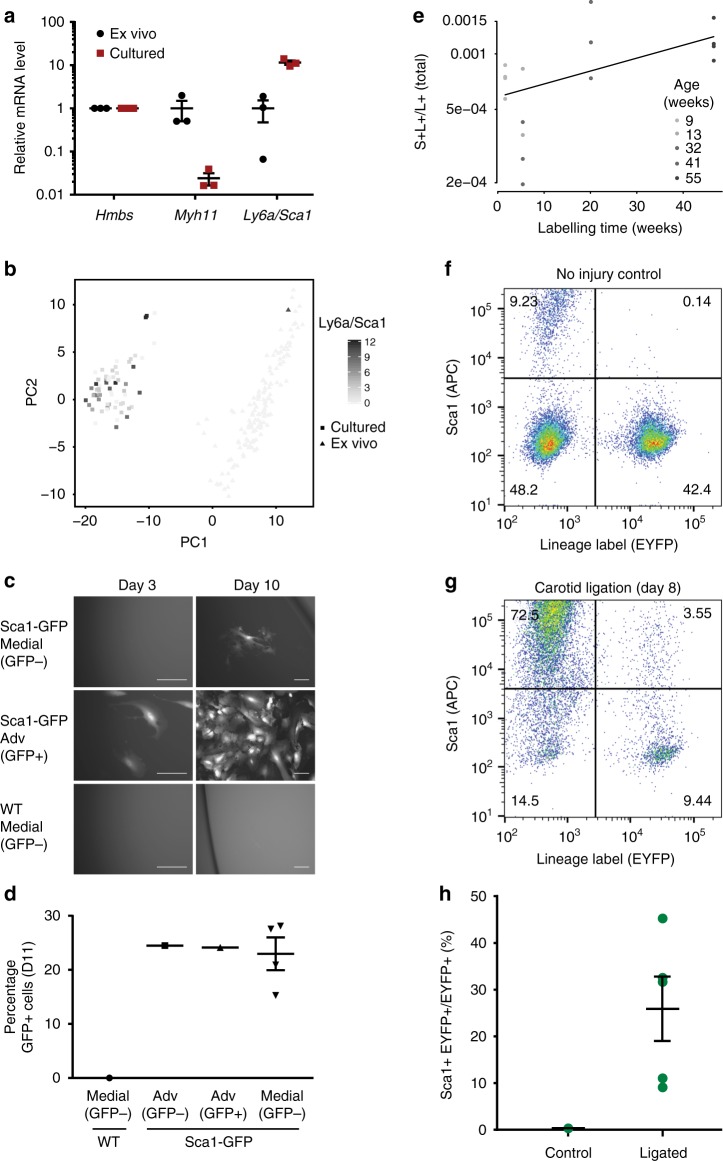
Sca1 is upregulated in response to VSMC stimulation in vitro and in vivo. **a** Relative expression (log_2_-transformed) of *Myh11* and *Ly6a/Sca1* in ex vivo (black) and cultured mouse aortic VSMCs at passage 4–5 (red) determined by RT-qPCR, normalised to housekeeping gene expression (*Hmbs*). Lines show mean from analysis of three independent primary cultures, error bars show s.e.m. Differences in *Myh11* (*p* = 0.001) and *Ly6a/Sca1* (*p* = 5.1e−10) expression are statistically significant (student’s *t*-test). **b** The PCA plot of single-cell expression profiles for ex vivo VSMCs (squares) and cultured VSMCs (triangles) shown in Fig. 1e, with expression level of *Ly6a/Sca1* colour-coded from light to dark grey. **c**, **d** Images (**c**) and GFP-signal quantification (**d**) of FACS-isolated medial cells from Sca1-GFP animals (sorted as GFP-negative, *n* = 4, top row in **c**) with Sca1-GFP adventitial (Adv, sorted as GFP– or GFP+ (middle row in **c**), tissue from four animals was pooled) and wildtype (WT) medial cell controls (sorted as GFP-, *n* = 1, lower row in **c**). Cells were cultured for 11 days before fixation and confocal imaging. **c** Epifluorescence images showing GFP signal after 3 or 10 days of culture. Scale bars are 100 µm. **d** Quantification of GFP signal in each population showing the number of GFP-positive cells as a percentage of the total number of DAPI-positive cells. Images for quantification were taken in a single *z* plane. Individual replicates and their mean are indicated and error bars show s.e.m. **e** Logistic regression analysis of the relationship between S+L+ cells and time after lineage labelling (logit-link logistic regression coefficient = 0.016+/−0.005 [mean+/−95% confidence interval], *p*-value based on Student’s distribution = 2.56e−10). Trendline and data points, colour-coded by animal age (black gradient), are shown. Age was not included in the regression model presented here; the model accounting for both time after labelling and age is shown in Supplementary Fig. 9. **f**, **g** FACS plots showing EYFP and Sca1 (APC) expression in cells from the left common carotid artery (LCCA) isolated from tamoxifen-labelled *Myh11-CreERt2/EYFP* no injury controls (**f**) or eight days after ligation (**g**). **h** The percentage of lineage labelled cells (EYFP+) that expressed Sca1 in the LCCA isolated from ligated and no injury controls. Dots represents data from independent animals (*n* = 5 for each group), lines show means, and error bars s.e.m

The increased Sca1 expression in cultured VSMCs could result from selective expansion of pre-existing Sca1+ medial cells or upregulation of *Ly6a/Sca1* transcription in contractile VSMCs upon phenotypic switching. To address this, we sorted Sca1(GFP)-negative medial cells from Sca1-GFP animals and analysed GFP expression at different timepoints during in vitro culture. At day 3, no GFP expression was observed in the medial sample, while it was abundantly detected in sorted Sca1(GFP)-positive adventitial cells (Fig. 8c). However, longer exposure to culture conditions (7 days and more) induced GFP expression in medial cells, and on day 11, 15–28% were GFP-positive (Fig. 8c, d).

To test whether upregulation of *Ly6a/Sca1* is also observed in vivo, we analysed Sca1 expression by flow cytometry at different timepoints after induction of VSMC lineage labelling in *Myh11-CreERt2/EYFP* mice. We observed a small but significant increase in the fraction of VSMC-lineage cells that were Sca1-positive over time, as confirmed by logistic regression (Fig. 8e). The identified trend appeared stronger, rather than weaker, when the confounding effects of animal age were regressed out (Supplementary Fig. 9), suggesting that it was not due to age-related differences.

Finally, we tested whether Sca1 upregulation is also a feature of phenotypic modulation of VSMCs in vivo using a vascular injury model. Lineage-labelled *Myh11-CreERt2/EYFP* animals underwent carotid ligation injury, which results in the acute downregulation of contractile genes and activation of proliferation^41^. Flow cytometric analysis of dispersed carotid arteries from these lineage-labelled animals demonstrated that Sca1 expression is induced in 10-45% of VSMCs (EYFP+) 8 days after ligation (Fig. 8f–h).

Taken together, these results provide in vitro and in vivo evidence that VSMCs upregulate Sca1 in response to stimuli such as culture conditions and vascular injury.

### Shared signature of healthy and plaque Sca1+ VSMCs

The evidence for expanded numbers of Sca1+ medial cells following vascular injury (Fig. 8f–h) prompted us to investigate this population in atherosclerotic plaques. To this end, we used tamoxifen-labelled *Myh11-CreERt2/Confetti* mice on an *ApoE*^*-/-*^ background, where atherosclerosis is induced by feeding a cholesterol-rich diet^8^. We isolated and digested atherosclerotic plaques and the underlying media from animals after 14-18 weeks of atherogenic diet and profiled the transcriptomes of sorted Confetti-positive VSMC-lineage cells from these samples with 10X Chromium technology. 

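The plaque data are 2 10X Chromium libraries of sorted lineage-positive cells, after 14 and 18 weeks of diet, each deposited as raw UMI counts from Cell Ranger. Of 3346 and 2757 barcodes, 1906 and 1600 passed the limits given in the methods (5000 to 20000 UMIs, 1000 to 5000 genes, under 9% mitochondrial reads). Together these were 3506 cells, beside the paper's 3314. They held 5006 to 19803 UMIs (median 8567.5) at 14 weeks and 5005 to 19929 (median 9128) at 18 weeks. Cells were clustered as for the whole aorta and named from fixed markers. With 1 library per time, the weeks and the libraries cannot be told apart. To compare Ly6a-positive with Ly6a-negative cells, UMIs were summed per library and group and tested with edgeR's quasi-likelihood test with the library as a term, which leaves 1 residual degree of freedom.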

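The 3506 cells fell into 11 clusters, of which 8 were VSMC-like. Cluster 6 with 298 cells (109 and 189 by library) was adventitial fibroblast-like by its leading genes, which included Lum and Dcn, although all cells had been sorted by the lineage label. Cluster 8 with 118 cells was chondrocyte-like and cluster 9 with 96 cells macrophage-like. Median depth was 11520 UMIs in cluster 6, 12820 in cluster 8, 8276 in cluster 9 and 7607 to 10450 in VSMC-like clusters.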

As shown in the t-SNE plot (Fig. 9a), most of the VSMC-derived plaque cells formed one large population, which could be further subdivided into nine clusters (clusters 0–8; Fig. 9a). Additionally, a clearly distinct population (cluster 9; Fig. 9a, pink) was formed by cells expressing macrophage markers (e.g., *Cd68*, *Lyz2* and *Fcer1g*).

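In the macrophage-like cluster 9, Cd68 was found in 97.9%, Lyz2 in 92.7% and the Fc receptor chain gene Fcer1g in 100% of 96 cells. Of these cells 26 came from the 14-week and 70 from the 18-week library.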

**Fig. 9:**
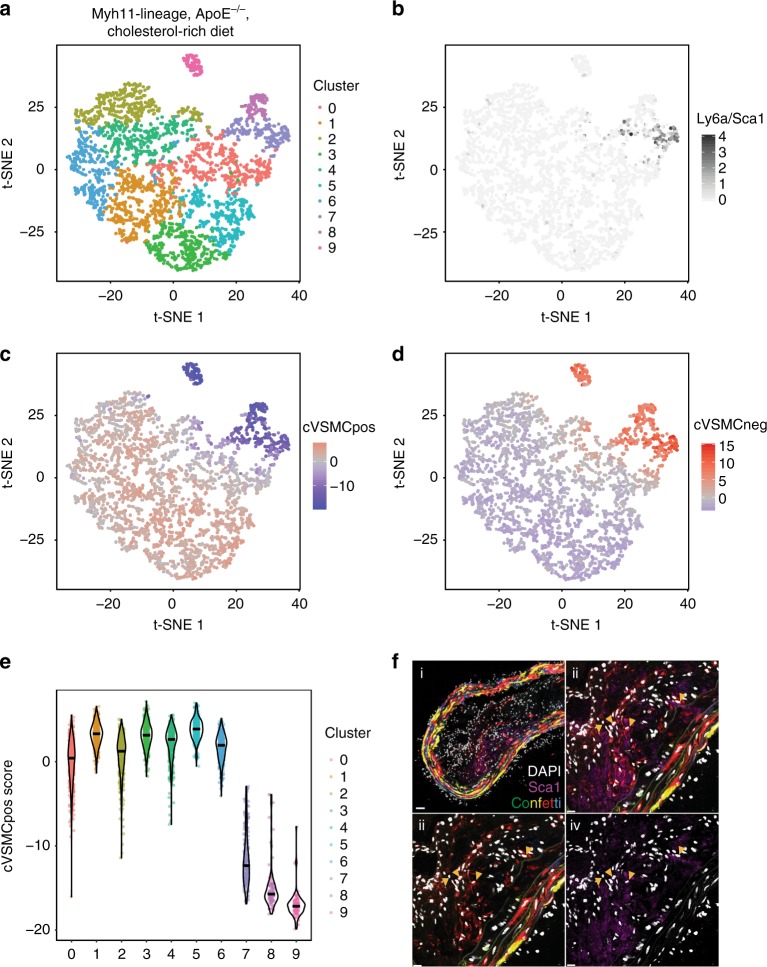
The transcriptional signature of S+L+ cells from healthy vessels is expressed in VSMC-derived plaque cells. **a** t-SNE visualisation of 10X Chromium dataset (3314 cells) of lineage-positive cells isolated from aortic plaques and the underlying media in *Myh11-CreERt2/Confetti* mice that were first tamoxifen-treated and then fed a cholesterol-rich diet for 14 or 18 weeks (tissue from three and two animals respectively was pooled for the analysis). The cells are grouped into a large population composed of 9 clusters, including one enriched for chondrocytic genes (cluster 8, magenta), and a smaller, distinct population, which was enriched for macrophage genes (cluster 9, pink). **b** t-SNE plot of 10X Chromium dataset from **a** with *Ly6a/Sca1* expression colour-coded from light to dark grey. **c**, **d** t-SNE plot of 10X Chromium from **a**, with expression scores for cVSMCpos (**c**) or cVSMCneg (**d**) genes colour-coded on a blue to red gradient. **e** Violin plots showing the expression score of cVSMCpos genes in cells mapping to each cluster shown in **a**. **f** Confocal image of a cryosection of the descending thoracic aorta from a *Myh11-CreERt2/Confetti/ApoE*^*-/-*^ mouse fed a cholesterol-rich diet for 30 weeks and immunostained for Sca1. Signals for fluorescent Confetti proteins (GFP, green; RFP, red; YFP, yellow and CFP, blue) are shown in i–iii, nuclear DAPI (white) is shown in all panels, and anti-Sca1 (magenta) is shown in i, ii, and iv. The region outlined in i is magnified in ii–iv, with arrows pointing to cells that are double-positive for the Confetti lineage label (RFP) and Sca1. Image in i is a maximum projection of 16 z-slices (2 µm each) and ii–iv show a single 2 µm Z-slice. Scale bars are 40 μm (i) or 15 μm (ii–iv)

In contrast to the low frequency of Sca1-expressing cells observed in healthy tissue, *Ly6a/Sca1* was detected in a significant proportion of VSMC-derived plaque cells (Fig. 9b). 

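At least 1 Ly6a UMI was found in 227 of 3506 plaque cells (6.48%, exact binomial interval 5.68% to 7.34%), with 4.46% at 14 weeks and 8.88% at 18 weeks. The healthy libraries were shallower, so all cells were thinned to 1000 UMIs, which left out 0 cells. After thinning, 1.05% of cells at 14 weeks and 2.81% at 18 weeks held a Ly6a UMI, and 2.14% in a separate draw over both libraries (75 cells), against 0.0704% of healthy lineage-positive cells (2 cells) and 0.659% of VSMC-like cells of the whole aorta. Unthinned, Ly6a stood at 41.4 CPM in plaque cells, 29.4 CPM at 14 and 55.3 CPM at 18 weeks. In the macrophage-like cells of the plaque 5.21% (5 of 96) held a Ly6a UMI at 8276 UMIs, the VSMC-like clusters 0 to 5 and 7 lay at 0.896% to 2.64%, and the VSMC-like cluster 10 at 6.90% (6 of 87).

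**Figure D3:**
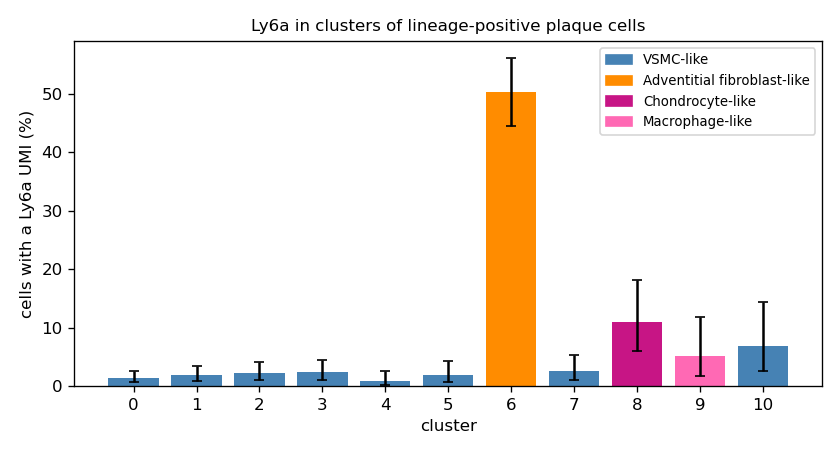
Percent of cells with at least 1 Ly6a UMI in each plaque cluster, with exact binomial 95% intervals. Cluster 6 stands at 50.3% and the chondrocyte-like cluster at 11.0%, and the macrophage-like cluster at 5.21%.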

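Cluster 6 held 66.1% of all Ly6a-positive plaque cells, with a Ly6a UMI in 50.3% of its cells (44.5% to 56.2%) and a level of 366 CPM. Its share was 44.0% at 14 weeks and 54.0% at 18 weeks. The leading genes of this cluster include Ly6a itself.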

Most *Ly6a/Sca1*+ cells were contained within cluster 7 (Fig. 9a, lilac), indicating that Sca1 expression marks a distinct type of VSMC-derived plaque cells. We next examined whether Sca1-expressing VSMC-lineage cells in the plaques express the transcriptional signatures of their Sca1-positive counterparts (S+L+) found in healthy vessels. 

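The first principal component of 298 measured cVSMCpos genes, which held 22.9% of the variance, averaged -6.28 ± 5.07 (SD over 227 cells) in Ly6a-positive and 0.435 ± 3.93 (3279 cells) in Ly6a-negative plaque cells. The difference was -6.24 in the 14-week library and -6.85 in the 18-week library. cVSMCpos genes made up 6.66% of the UMIs of positive and 13.1% of those of negative cells. Positive cells were deeper, at medians of 11000 and 11190 UMIs by library against 8543 and 8989.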

We found that cVSMCpos genes associated with the contractile phenotype were depleted in Sca1+ plaque cells compared with the majority of the profiled cells (Fig. 9c). In contrast, cVSMCneg genes (associated with response to signals) showed enrichment in the Sca1-expressing cluster (Fig. 9d). These results demonstrate that Sca1-positive VSMC-lineage cells from the plaques share transcriptional features of the rare S+L+ cells detected in healthy animals.

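Over 273 measured cVSMCneg genes the component, with 16.1% of the variance, averaged 5.03 ± 3.81 (SD over cells) in Ly6a-positive and -0.348 ± 2.16 in Ly6a-negative plaque cells, and the difference was 4.93 at 14 and 5.57 at 18 weeks. These genes made up 8.08% of UMIs in positive and 3.09% in negative cells. By cluster, the cVSMCneg means were 5.81 in cluster 6, 6.87 in the chondrocyte-like cluster 8, 1.38 in the macrophage-like cluster 9 and between -1.64 and -0.02 in VSMC-like clusters other than cluster 10 (2.18).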

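Outside the macrophage-like cluster, 2483 of 11585 genes differed between Ly6a-positive and Ly6a-negative plaque cells, 1370 higher and 1113 lower (edgeR, adjusted p under 0.05). Of 23 contractile genes 22 fell (23 adjusted over the list alone; median log2 fold change -1.47), among them Myh11 (-1.70, standard error 0.101, edgeR adjusted p = 9.15e-10) and Cnn1 (-1.67, edgeR adjusted p = 1.68e-10). Of 18 synthetic VSMC genes 16 rose (16 adjusted over the list alone; median 1.79), among them Spp1 (2.31, standard error 0.0788, edgeR adjusted p = 9.62e-13) and Mgp (1.07, standard error 0.0625, edgeR adjusted p = 7.45e-10). Of 18 adventitial fibroblast genes 17 rose and 1 fell (17 and 1 adjusted over the list alone; median 2.85), with Lum at 3.48 (standard error 0.0905, edgeR adjusted p = 2.05e-14), and of 19 chemokine and cytokine genes 14 rose (14 adjusted over the list alone). Igf1 rose by 2.00 (edgeR adjusted p = 0.000894), and Pak3 had 0.49 (edgeR adjusted p = 0.424). The study chose the cVSMCpos and cVSMCneg genes on healthy cells of the other experiment. Of 294 cVSMCpos genes 149 fell and 4 rose (159 and 8 adjusted over the list alone), and of 264 cVSMCneg genes 93 rose and 5 fell (97 and 5 adjusted over the list alone). camera gave every list an adjusted p of 0.279 to 0.544 with an estimated correlation, which rests on 1 residual degree of freedom and cannot decide. With a preset correlation camera gave contractile genes adjusted p = 5e-47 and adventitial fibroblast genes adjusted p = 1.97e-63. It gave cVSMCpos genes adjusted p = 4.66e-34 and cVSMCneg genes adjusted p = 5.38e-19, but macrophage genes 0.119 and housekeeping genes 0.39. The count of genes was 1399 after thinning to 5000 UMIs and 992 with DESeq2. From the shared direction of these signatures, the paper concludes that Sca1-positive plaque cells share features of S+L+ cells.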

Notably, cluster 9 (Fig. 9a, pink) and a subpopulation of cells in the main cluster, which do not express *Ly6a/Sca1* (cluster 8; Fig. 9a, magenta), expressed cVSMCneg genes at higher levels than most plaque cells, suggesting that these cells could be related to the Sca1-positive population. 

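In cluster 8, the chondrocyte transcription factor Sox9 was found in 94.9% of 118 cells, the bone sialoprotein gene Ibsp in 78.8% and the cartilage matrix gene Chad in 86.4%. Ly6a was found in 11.0% of its cells (6.0% to 18.1%), at 16.0 CPM (10.2 to 23.8), against 5.21% (1.71% to 11.7%) and 5.73 CPM (1.86 to 13.4) in the macrophage-like cluster. Sox9 was also found in 46.3% and Ibsp in 12.4% of cluster 6 cells.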

Cluster 8 cells express chondrocytic genes (*Sox9*, *Ibsp*, *Chad*), consistent with a calcifying phenotype, whereas cells within cluster 9 have features of macrophages, as mentioned above. 

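The cVSMCpos component averaged -7.02 ± 3.8 (SD over cells) in cluster 6, -11.4 in the chondrocyte-like cluster and -12.9 in the macrophage-like cluster. It averaged -1.71 in VSMC-like cluster 10 and 0.66 to 2.39 in the other VSMC-like clusters.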

Notably, cVSMCpos genes were expressed at reduced levels in both of these cell populations compared with the S+L+ cell population (Fig. 9c, e), which may reflect their further progression away from the contractile state compared with the Sca1-positive cells.

Previous studies have suggested that the diversity of VSMC-lineage cells in the atherosclerotic plaque arises from clonal expansion of either one or very few cells^8–10^. However, it is not known whether Sca1-positive and Sca1-negative VSMC-derived plaque cells coexist in the same clones or, alternatively, arise from independent clonal origins. To test this directly, we stained plaques from *Myh11-CreERt2/Confetti/ApoE*^*-/-*^ mice fed a cholesterol-rich diet for Sca1. We found that Sca1 is expressed in VSMC-derived cells within atherosclerotic lesions (Fig. 9f), consistent with previous observations^42^. Sca1-positive Confetti+ cells were located in the core region of the plaque, whereas Sca1 was not detected in the plaque cap (Supplementary Fig. 10). Yet, the clones that contained Sca1+ Confetti+ cells spanned both the cap and core regions, suggesting that Sca1-positive and Sca1-negative VSMC-derived plaque cells originate from a single cell. Taken together, these results indicate that dynamic modulation of Sca1 expression in VSMC-lineage cells is a hallmark of plaque development.

## Discussion

In this study, we have delineated VSMC heterogeneity and identified the molecular differences that may underlie their selective clonal expansion in disease^8–10^. We observe considerable heterogeneity between VSMCs within and between vascular beds in healthy animals, and yet find that VSMCs uniformly show hallmarks of their vascular regional identity. We identify a rare population of Sca1-positive VSMC-lineage cells in healthy vessels and provide evidence from disease models that Sca1 expression marks VSMCs undergoing phenotypic switching.

The observed differential expression of transcription factors and signalling molecules between VSMCs from the aortic arch versus the descending thoracic aorta suggests distinct gene regulatory wiring between cells in these regions, which may underlie the reported regional differences in disease response^43^. This is consistent with classical transplantation experiments^44^ and ex vivo studies^17^ showing that gene expression and disease susceptibility of VSMCs is independent of vascular environment and growth conditions. In turn, the significant within-region VSMC heterogeneity in expression of genes involved in VSMC biology and disease, which we report, is consistent with that previously observed for G-protein coupled receptor expression by single-cell RT-qPCR^45^. Such heterogeneity is noteworthy as it indicates the existence of specific subsets of cells with particular disease-relevant properties. Sources of heterogeneity may include further developmental differences within the VSMC lineage^46^, differences in the cells’ microenvironment and haemodynamic stress or stochastic factors. Analyses focused on individual genes are required to further investigate the mechanisms and functional consequences of VSMC heterogeneity in healthy vessels.

We explored the functional relevance of a rare subset of VSMC-lineage cells that express Sca1, which is encoded by one of the identified variably expressed genes (*Ly6a/Sca1)*. We show that Sca1+ VSMC lineage cells constitute a heterogeneous cell population. Some of these cells exhibit a contractile VSMC (cVSMC) signature, as evidenced by expression of cVSMCpos genes. In contrast, other Sca1+ VSMC lineage cells express reduced levels of the contractile VSMC signature and instead manifest a “VSMC response signature” (represented by cVSMCneg genes), including markers of synthetic VSMCs. We further demonstrate that the transcriptional profile associated with these non-conventional Sca1+ VSMC-lineage cells in healthy vessels (VSMC response signature^High^, cVSMC signature^Low^) is shared by Sca1+ cells within atherosclerotic plaques. We therefore propose that Sca1+ VSMC-lineage cells within healthy tissue could represent a more plastic state, which would readily respond to injury and inflammation (Fig. 10). Consistent with this idea, we show that Sca1 is upregulated in VSMCs upon exposure to stimuli known to induce phenotypic switching. In contrast, Sca1 is not expressed in VSMC-derived plaque cells that display the contractile signature (including cells in the cap). Sca1 is also absent in VSMC-derived plaque cells that have adopted alternative identities, including those expressing chondrocyte markers, which nonetheless also display the VSMC response signature characteristic of Sca1-positive cells. We therefore propose that Sca1 expression during plaque development could mark an intermediate VSMCs state, which might give rise to phenotypically distinct cells within lesions (Fig. 10).

**Fig. 10:**
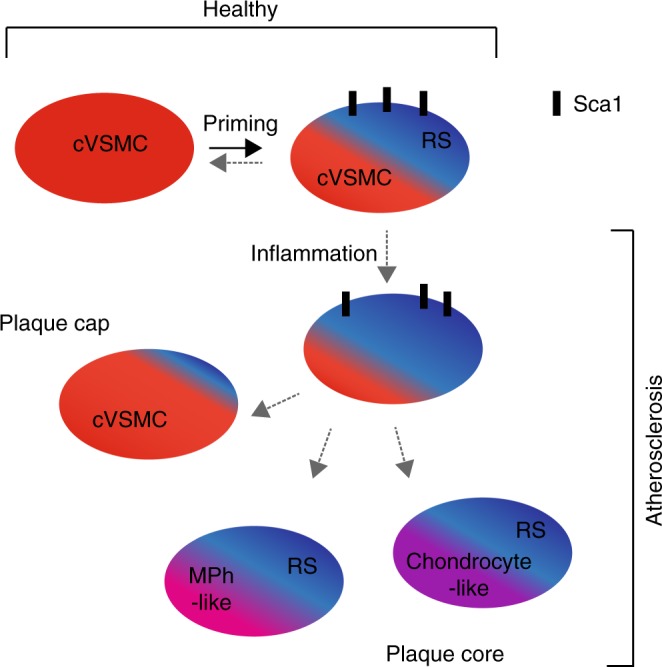
Model of VSMC priming and inflammation-induced phenotypic switching. Within the healthy vessel, priming of contractile VSMCs induces expression of Sca1 (black symbols) and Response Signature (RS, blue) genes, as well as the downregulation of the cVSMC signature (cVSMC, red). We propose that Sca1-expressing VSMC-lineage cells are hyper-responsive to inflammation and constitute an intermediate plastic population that potentially gives rise to phenotypically distinct, Sca1-negative VSMC-derived cells in the plaque (cap cells displaying the cVSMC phenotype, and core cells co-expressing the Response Signature with chondrocyte- (magenta) or macrophage-like genes (pink))

Sca1-expressing cells in the vessel wall have been reported previously^34^. In particular, a medial “side population” isolated on the basis of reduced Hoechst staining (reflecting the expression of the ABCG2 transporter) was found to be enriched for Sca1-positive cells^32^. These “side population” cells expressed low levels of lineage-specific marker genes, but upregulated VSMC or endothelial markers in vitro in response to PDGF-BB/TGF-beta or VEGF, respectively, indicating an increased plasticity^32^. 

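In the deposited Smart-seq2 values, the transporter gene Abcg2 was detected in 8 of 92 S+L+ cells (8.70%, exact binomial interval 3.83% to 16.4%), with more than 10 normalised counts in 7. It was detected in 6 of 27 S+L- and 1 of 36 S-L+ cells.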

Expression of *Abcg2* was detectable in 6/92 of the S+L+ cells we analysed, suggesting some overlap between these cells and the “side population”. 

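Vcam1 was detected in 36 of 92 S+L+ cells (39.1%), 7 of 36 S-L+ cells (19.4%) and 21 of 27 S+L- cells. Flt1, a VEGF receptor gene, was detected in 22 of 92 S+L+ cells (23.9%), 6 of 36 S-L+ cells (16.7%) and 6 of 27 S+L- cells, with means of 49.0, 32.2 and 23.6 normalised counts. Of the 36 S+L+ cells with Vcam1, 29 had names ending in t, an ending that no S-L+ cell has. Within ending f Vcam1 was detected in 5 of 17 S+L+ and 4 of 14 S-L+ cells and within ending s in 2 of 25 and 3 of 22. Flt1 was detected in 3 of 17 and 4 of 14 cells of ending f (means 0.1742 and 47.99) and in 6 of 25 and 2 of 22 of ending s (23.9 and 22.1).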

S+L+ cells also showed increased expression of some endothelial-associated genes, including *Vcam1* and *Flt1*, but whether endothelial cell function can be induced in these cells remains to be tested. Vascular wall-derived Sca1-expressing cells capable of differentiating into SMCs in vitro and in vivo have also been detected in the adventitia (AdvSca1)^29–31^. However, transcriptional profiling of a subset of the AdvSca1 cells (marked by Sonic Hedgehog (Shh)-response gene *Gli1*) showed expression of genes that are either not expressed in S+L+ cells (e.g., *Eng*/*Cd105* and *Sox2*), or that form part of the cVSMC signature, which is expressed in both S+L+ cells and contractile VSMCs (*Smtn*, *Tagln*, *Cnn1*, *Itgb1*)^31^. 

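In the deposited values Eng, which encodes endoglin, was detected in 23 of 92 S+L+ cells (25%), with more than 10 normalised counts in 19, in 10 of 36 S-L+ and in 18 of 27 S+L- cells. Gli1 was detected in 3 of 92 S+L+, 0 of 36 S-L+ and 3 of 27 S+L- cells. Smtn was detected in 71 of 92, 35 of 36 and 14 of 27 cells.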

Finally, Sca1 is expressed by a population of angiogenic progenitors residing in the vascular wall^34^. The markers of these cells (*Pecam1*/Cd31, *Kit*/cKit, *Cdh5*/VE-Cadherin, *Eng*/Cd105)^34^ do not form part of the VSMC response signature identified in S+L+ cells, but notably, were detected in many S+L- cells. 

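Cdh5 was detected in 16 of 27 S+L- cells, 4 of 92 S+L+ cells and 1 of 36 S-L+ cells. Pecam1, which encodes the endothelial adhesion molecule CD31, exceeded 10 normalised counts in 19 of 27 S+L- cells, 31 of 92 S+L+ cells and 14 of 36 S-L+ cells, with means of 4185, 391 and 140. Eng averaged 553 in S+L- and 76.6 in S+L+ cells.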

In conclusion, the transcriptional signature of S+L+ cells suggests that medial Sca1-expressing cells are distinct from adventitial and angiogenic progenitor cells. However, further analyses are required to comprehensively compare the previously reported cell populations in the vessel wall with the Sca1+ VSMC-lineage cells detected in our study.

A number of independent lineage tracing experiments have demonstrated that cells expressing contractile VSMC markers (*Myh11*, *Tagln*) generate the majority of cells within atherosclerotic lesions^8–10,38,42,47–49^. However, other studies suggest that specialised Sca1+ progenitor populations also give rise to vascular lesions^30,31,50^, possibly alongside VSMCs in a context-dependent manner^51,52^. Our observation that a small proportion of Myh11-lineage labelled VSMCs in healthy vessels express Sca1, and that Sca1 is upregulated in VSMCs in response to stimulation, may provide an explanation for these apparently discrepant observations. The co-expression of Sca1 and the VSMC response signature with the Myh11-lineage label both in healthy vessels and within plaques suggest that observed Sca1+ cells in vascular disease models are likely to originate from phenotypically modulated VSMCs. However, development of specific, dual-lineage tracing models is required to examine the functional role of the previously reported progenitor populations and the S+L+ cells we have identified here in order to resolve this definitively.

The hallmarks of VSMC heterogeneity revealed in our study enable the isolation and functional analysis of specific VSMC subpopulations, paving the way for selective targeting of causative cell populations in vascular disease. In particular, the identified VSMC response signature may provide insight into the function and regulation of disease priming. Our study also highlights candidate genes for functional testing of how VSMC heterogeneity affects the response to inflammatory signals in disease and can be used to identify corresponding plastic cell populations in humans for targeting and diagnosis. Beyond the immediate findings of our study, the single-cell transcriptomes generated here for the whole aorta and VSMC-lineage cells in healthy vessels and atherosclerotic plaques will enable further explorations of vascular cell heterogeneity and function.

## Methods

### Animals and tissue dissection

All experiments were carried out according to the UK Home Office regulations under project licence PPL 70/7565 and have been approved by the University of Cambridge Ethical Reviews Committee. C57Bl/6 animals were purchased from Charles River. *Myh11-CreERt2*, *Rosa26-Confetti* (Confetti), *Rosa26-EYFP* (EYFP), *ApoE*^*-/-*^*, Sca1-GFP* animals have been described previously^8,37,38^. Males (the *Myh11-CreERt2* transgene is Y-linked) received 10 intraperitoneal injections of 1 mg/ml tamoxifen in corn oil, typically at 6–8 weeks of age, if not indicated otherwise, for lineage labelling. Aortas from young healthy male mice (8–14 weeks), unless otherwise indicated, were dissected free of fat and connective tissue. The aortic arch (AA, the aortal segment from just left of the branchpoint for the brachiocephalic artery to just right of the branch point for the left subclavian artery) and descending thoracic (DT, the straight aortal segment from after the arch has clearly ended until the diaphragm) aortic segments were isolated and processed separately in experiments comparing vascular regions. The animals used for analysis of S+L+ cells over time in vivo, were 9-55 weeks of age and were sacrificed 1.6–46.6 weeks post-tamoxifen labelling. For analysis of plaque cells, *Myh11-CreERt2/Confetti/ApoE*^*-/-*^ animals were treated with tamoxifen as described above and fed a cholesterol rich diet (Special Diets Services, containing 21% fat and 0.2% cholesterol) for 14–18 weeks, starting one week after the last tamoxifen injection.

### Tissue processing, cell staining and flow cytometry

To generate single-cell suspensions, endothelial cells were removed manually from dissected aortas using a cotton bud and vessels incubated for 10 min in Collagenase Type IV (1 mg/ml, Life Technologies) and porcine pancreatic elastase (1 U/ml, Worthington) in DMEM to allow for separation of the adventitia and medial cell layers. Tissue isolated from 1 to 10 animals was pooled and further digested for 1–2 h to achieve a single-cell suspension, which was filtered through a 40 μM cell strainer. Single-cell suspensions of medial and adventitial cells were incubated with FcX (1:100, Biolegend) to block FcRIII binding before staining with APC-conjugated anti-Sca1 (1:10, Miltenyi 130-120-343) or isotype control antibody (1:10, Miltenyi 130-102-655). For Smart-seq2 experiments, samples were pre-stained with Zombie-NIR (1:100, Biolegend) to eliminate dead cells. Stained cells were analysed using Fortessa (*Myh11-CreERt2/Confetti*) or C6 (wild-type and *Myh11-CreERt2/Rosa26-EYFP*) flow cytometry analysers or index-sorted on an Aria-fusion flow cytometry-assisted cell sorter (BD Bioscience). The gating strategy is outlined in Supplementary Fig. 11. Isolation of single cells was verified by sorting *Myh11-CreERt2/Confetti* cells directly into a poly-l-Lysine coated chamber slide followed by cell fixation, DAPI staining and analysis by confocal microscopy. GFP-positive cells from enzyme dispersed single-cell suspensions of medial cells from Sca1-GFP transgenic animals were sorted directly into poly-l-Lysine coated chamber slides and fixed in 4% paraformaldehyde for 20 min. Cells were washed in PBS and incubated for 1 h with blocking solution (10% goat serum in 0.1% BSA in PBS) then incubated overnight at 4 °C with biotin-conjugated anti-aSMA (1:200, Abcam ab125057) in blocking solution. Cells were then washed in PBS and incubated with streptavidin-conjugated streptavidin-conjugated Alexa Fluor-647 (1:200, Biolegend 405237 for one hour, before DAPI nuclear staining and mounting in ProLong Diamond antifade mountant (Thermo Fisher). In parallel, GFP-negative cells from Sca1-GFP animals were sorted into 96-well plates and cultured in DMEM with 10% FCS at 37 °C/5% CO_2_. The cells were observed daily and imaged using an inverted fluorescence microscope at day 0, day 3, day 6 and day 10. After 11 days of culture, the cells were fixed, DAPI stained and mounted as described above.

### Analysis of Sca1 expression after carotid ligation surgery

Tamoxifen-injected *Myh11-CreERt2/Rosa26-EYFP* animals were subjected to carotid ligation surgery^8,41^. Animals were anaesthetised using 2.5–3% isofluorane (by inhalation) and given a pre-operative analgesic (Temgesic). The left common carotid artery was tied firmly with one knot using 6-0 silk suture just below the bifurcation point and animals sacrificed 8 days after surgery. The carotid arteries were removed, dissected free from adipose and connective tissue and whole arteries were digested as described above until a single-cell suspension was reached. The dissociated cells were washed once in FACS buffer (1% BSA in PBS), incubated with FcX (1:100, Biolegend) to block FcRIII binding, stained with APC-conjugated anti-Sca1 (1:10, Miltenyi 130-120-343) or isotype control antibody (1:10, Miltenyi 130-102-655) and filtered through a 40 μm cell strainer. Stained cells were analysed on an Aria-fusion (BD Bioscience) and FlowJo V10 software was used for data analysis and quantification.

### Analysis of aortic cryosections

After tissue dissection, aortas were fixed in 4% paraformaldehyde in PBS for 20 min, followed by overnight cryoprotection in 30% sucrose in PBS, 1 h incubation in a solution of 50% TissueTek O.C.T in 30% sucrose in PBS, 1 h incubation in 100% O.C.T and then snap-frozen in O.C.T. Serial transverse cryosections (12 µm) were then cut onto Superfrost Plus microscope slides, washed in PBS, stained with DAPI at 1 µg/ml in PBS and mounted in RapiClear 1.52 followed by confocal imaging. Cryosections from the aorta of animals fed a cholesterol-rich diet were stained for Sca1 before mounting: cryosections were washed in PBS, blocked for 1 h (10% goat serum in 0.1% BSA in PBS), incubated overnight at 4 °C with anti-Sca1 (1:200, Biolegend 108101) or Alexa Fluor 647-coupled anti-rat IgG2a (1:200, Biolegend 400526) in blocking solution, washed in PBS and incubated with Alexa Fluor 647-coupled anti-rat antibody (1:1000, Abcam ab150167) for one hour, washed in PBS, incubated with DAPI (1 µg/ml in PBS) to counterstain nuclei and mounted in RapiClear 1.52. For quantification of Confetti signal outside of the medial layer (defined as the area between the internal and external elastic lamina), four cryosections were analysed from each of two different parts of three vascular regions (AA, DT and carotid arteries) of six *Myh11-CreERt2/Confetti* animals either 1 or 16 weeks after tamoxifen labelling (three animals per time point, 72 sections in total). No difference in recombination frequency or detection of Confetti-positive cells in the endothelial and adventitial layers were detected between the two chase timings.

### Imaging and image analysis

Live cultured cells were imaged using an Olympus IX71 fluorescence microscope with HCImage Live software (Fig. 8c). Confocal imaging was done using a Leica SP8 with LASX software and a 40x objective (Figs. 5b, 6b, c, 7a, 9f, Supplementary Fig. 6b and Supplementary Fig. 10) or Zeiss 700 with Zeiss Zen software and a 20x objective (images used for quantification in Fig. 8d). Cell counting and image processing was performed using ImageJ or Imaris software. Staining intensities in Fig. 5c were calculated from maximum projections of 14-24 1 µm *z*-stacks, representative images are shown in Fig. 5b.

### Bulk gene expression analysis

Dissected aortas were immediately transferred to RNAlater followed by isolation of AA and DT segments before manual removal of the adventitial and endothelial cell layers. The cleaned medial layer from 3 to 5 animals was then lysed in Trizol (Thermo-Fisher) and RNA isolated. For bulk RNA-seq, the extracted RNA was cleaned on a RNeasy column (Qiagen) and quality-assessed on a Bioanalyzer (Agilent, RNA integrity number [RIN] 7.8-9). Sequencing libraries were made from 550 ng total RNA using the TruSeq Stranded mRNA Library Prep Kit (Illumina) and sequenced using MiSeq (Illumina). In vitro cultured samples were isolated from enzymatically dispersed VSMCs that had been cultured for 4–5 passages in DMEM supplemented with 10% foetal calf serum, glutamine and penicillin. For RT-qPCR analysis, cDNA was synthesised from 0.5 µg RNA using the Quantitect® RT kit (Qiagen) according to the manufacturer’s instructions. qPCR was performed using SYBR Green PCR master mix (Applied Biosystems, Life Technologies) and a Rotor-Gene cycler (Qiagen) in duplicate reactions. Primer sequences are provided in Supplementary Table 1. Quantification was performed relative to a standard curve generated from serial dilutions of ex vivo whole-aorta cDNA and normalised using the weighted average of housekeeping genes *Hprt1 and Yhwaz or Hmbs*.

### Analysis of bulk RNA-seq data

Reads were aligned to the GRCm38 mouse genome using Tophat^53^ v2.1 and read alignments per gene were counted using Seqmonk v1.42 (http://www.bioinformatics.babraham.ac.uk/projects/seqmonk). Differential gene expression analysis was performed with Bioconductor R package DESeq2^54^ v1.12. Genes with log_2_ fold-change > 1 and fdr-adjusted *p*-value < 0.01 were identified as differentially expressed.

### Single-cell RNA-sequencing

Fluidigm C1: Single-cell suspensions of medial AA and DT samples from wild type C57BL/6 males (5–7 per experiment) were prepared as described above and processed using a Fluidigm C1 system. Cell suspensions (100 cells/μl) were loaded onto medium-sized (17–25 μm) Auto Prep Arrays (Fluidigm) and processed according to the manufacturer’s instructions. The loaded arrays were visually assessed under an inverted microscope to select capture sites containing a single cell, yielding a 40–70% capture efficiency. Cells included in the analysis were from two independent experiments for each aortic region. Cells were processed using the SMARTer® Ultra™ Low RNA Kit (Clontech) and amplified cDNA was isolated from the arrays.

Smart-seq2: For the analysis of the Sca1+ medial population isolated from *Myh11-CreERt2/Confetti* animals, single-cell suspensions of the medial layer from 5 to 7 animals per experiment were prepared and stained as described above. Individual Sca1+ and control Sca1-negative cells expressing a single Confetti-lineage label (L+) or Sca1+ cells expressing no Confetti marker (L–) were FACS-sorted on an Aria-Fusion flow cytometer (BD Bioscience) into separate wells of a 96-well plate. Sca1+ and Sca1– cells were included on the same plate and processed together to generate amplified cDNA using the Smart-seq2 protocol carried out as described previously^55^, with the following minor modifications: Primescript (Clontech) was used for reverse transcription, 24 PCR cycles were used for amplification of cDNA, and ERCC control RNA (Invitrogen) was added (1:40,000,000 or 1:80,000,000 dilution in RT-mix). The analysed cells were from three independent experiments using six different medial cell suspensions.

10 Chromium: For analysis of whole aortas, aortas from three tamoxifen-labelled *Myh11-CreERt2/Confetti* males were dissected free of fat and connective tissue and subjected to enzymatic digestion. Single-cell suspensions were pooled, stained with Zombie-NIR (1:100, Biolegend), filtered through a 40 um filter and 20,000 singlet, live cells isolated by FACS-sorting on an Aria-Fusion flow cytometer (BD Bioscience). Note that the Confetti lineage label was not used for sorting. For analysis of VSMC-lineage labelled cells from healthy vessels, medial single-cell suspensions from three tamoxifen-labelled *Myh11-CreERt2/Confetti* males were generated as described above and FACS sorted on an Aria-Fusion flow cytometer (BD Bioscience) for expression of live (Zombie-negative), singlets expressing a single Confetti colour only (gating strategy provided in Supplementary Fig. 11). For 10X Chromium analysis of VSMC-derived atherosclerotic plaque cells, plaques were manually isolated by dissection from *Myh11-CreERt2/Confetti/ApoE*^-/-^ animals that had been tamoxifen labelled and then fed a cholesterol-rich diet for 14 or 18 weeks (as described in Chappell et al.^8^). Plaques were digested as described^56^ and plaque cells from two-three animals per time point were pooled and processed in parallel, filtered through a 40 µm filter and 20,000 singlet cells expressing a single Confetti protein isolated by FACS-sorting on an Aria-Fusion flow cytometer (BD Bioscience) (gating strategy provided in Supplementary Fig. 11, no selection for Sca1-expression included). Sorted cells were pelleted and resuspended in 35 µl PBS with 0.05% BSA and loaded onto a 10X Chromium system.

After quality assessment by Bioanalyzer (Agilent) and Quant-iT PicoGreen (Thermo Fisher) quantification, sequencing libraries were prepared from amplified cDNA from Fluidigm and Smart-seq2 protocols (approximately 6 ng) using the Nextera library prep kit (Illumina). Libraries were analysed by paired-end sequencing on an HiSeq 2500 system (Illumina). Sequencing libraries were directly generated by the 10X Chromium system and subsequently sequenced on a HiSeq 4000 system.

### QC and normalisation of Fluidigm C1 and Smart-seq2 data

Reads were aligned to the GRCm38 mouse genome using *Tophat*^53^ v2.1 and counted using htseq-count^57^ v0.8. Single-cell transcriptomes generated with the C1 Fluidigm platform were quality-controlled based on the total read count (more than 1 million and fewer than 3.5 million read pairs), the number of genes detected per cell (above 5000 and below 9500), the percentage of reads mapping to genes (more than 80%) and exons (more than 50%), as well as the percentage of mitochondrial reads (less than 20%). Single-cell transcriptomes generated using the Smart-seq2 protocol were quality-controlled based on the total number of reads (more than 100,000) and genes (more than 1500) detected and the percentage of reads mapping to ERCC controls (below 30%). Gene-level read counts were normalised using the computeSumFactors function from the Bioconductor R package *scran*^22^ (v1.2 for Fluidigm C1 data and v1.8 for Smart-seq2 data). For joint PCA analysis of single-cell and control samples (tube controls), estimateSizeFactorsForMatrix function from DESeq2 v1.14 (locfunc *=* shorth) was used for normalisation.

### Random forest analysis

Cells were split into training (108 cells; 75%) and test (35 cells; 25%) sets. Recursive feature elimination with 10-fold cross-validation was performed on the training set using the caret R package (v6.0). This procedure identified the 30 most relevant genes, which were then used as features for training a random forest classifier (number of trees = 1000) with 10 times repeated 10-fold cross-validation using the randomForest R package v4.6. The R package ROCR v1.0 was used to generate the ROC plot (Fig. 3d).

### Detection of highly variable genes (HVGs)

HVG analysis was performed separately on AA, DT and S+L+ cells. We used a strategy based on variance decomposition of log-transformed normalised expression counts into technical variance (learned from data as a function of log-transformed mean count for the AA and DT cells and estimated using ERCC spike-in controls for S+L+ cells) and the biological variance of interest, whereby HVGs are defined as genes with the biological component of variance significantly greater than zero. The analysis was performed using the trendVar and decomposeVar functions in the Bioconductor R package scran^22^ (v1.2 for Fluidigm C1 data and v1.8 for Smart-seq2 data). To obtain robust estimates, we repeated the analysis 1000 times using a 90% subset of cells for each run. The *p*-values from the one-tailed HVG tests for each run were non-independent and so could not be combined using standard methods. We therefore adopted an approach based on work by Licht and Rubin^49^, whereby the *p*-values for each gene *g* and run *i* are transformed into z-scores *z*_*g,i*_ using the quantile function of the standard normal distribution. Gene-level *z*-scores are then computed as $$z_g = \frac{{\overline {z_{g,i}} }}{{T_{g,i}}}$$, where $$\overline {z_{g,i}}$$ is the mean *z*-score and *T*_*g,i*_ is the total variance of *z*-scores, respectively, across *m* = 1000 runs for a given gene. The total variance *T*_*g,i*_ is taken to be:

1 $$T_{g,i} = \overline {{\mathrm{Var}}(Z_i)} + {\mathrm{Var}}(Z_{g,i}),$$

and estimated as:

2 $$T_{g,i} = 1 + \frac{1}{{m - 1}}\mathop {\sum }\limits_i^m (\overline {z_{g,i}} - z_{g,i})^2,$$

given that *Z*_*i*_ ∼ *N*(0,1). The corresponding gene-level *p*-values are then obtained from the probability density function of the standard normal distribution and adjusted for multiple testing using the Benjamini-Hochberg procedure. Genes with adjusted *p*-values below 0.05 were considered HVGs. Notably, this approach produced very similar results to Hartung’s method for combining dependent *p*-values^58^ (as implemented in R package punitroots^59^ v0.0-2), but yielded more conservative estimates for genes showing a large variance of HVG test p-values observed across runs.

We also ranked genes based on the difference between the squared coefficient of variation (SCV) of their expression values and the median SCV expected given their sample mean, using an approach proposed by Kolodziejczyk et al^25^. and implemented in the function DM in scran^22^ v1.6.

### Annotation of HVGs

The functional annotation of the 147 HVGs identified using the variance decomposition-based method in at least one vascular region was performed based on NCBI PubMed citations listed under the entry for the *Mus musculus* reference sequence for each HVG in the NCBI Gene database (https://www.ncbi.nlm.nih.gov). The identified citations were manually examined for experimental evidence of direct regulation of SMC function, cell proliferation, cell migration, inflammation, stem cell properties and/or development of cardiovascular disease (Supplementary Data 4c).

### Co-expression analysis and combined gene expression scores

To define co-expressed modules among HVGs detected in S+L+ cells, we used weighted correlation network analysis implemented in the R package WGCNA^60,61^ v1.63. Specifically, we used blockwiseModules function with the following parameters: power = 3, TOMType = “unsigned”, minModuleSize = 5, reassignThreshold = 0, mergeCutHeight = 0.25, with the soft-thresholding power chosen based on assessing the dependence between it, the scale-free network topology and mean connectivity based on plots produced by pickSoftThreshold. The identified modules, in particularly the core VSMC network (ME1) used for expression correlation analysis, were robust to parameter variation, such as using different soft-thresholding powers and signed instead of unsigned correlation networks. Network modules in Fig. 7d and Supplementary Fig. 7c, d were visualised in Cytoscape^62^ v2.6.1, with edge thickness proportionate to WGCNA co-expression weight between respective gene pairs.

Expression of network modules and other gene sets presented in the paper was summarised by their first principal component defined across analysed cells. Summarised expression of ME1 is referred to as the cVSMC score. Since the signs of principal components are arbitrary, we additionally set the sign of summarised expression values such that they positively correlate with the mean expression values of the respective gene sets across cells.

### Detection of genes correlated with the cVSMC network

To detect genes whose expression correlate (positively or negatively) with the cell’s cVSMC network score (summarised expression of ME1, see above), we employed an approach taken for trajectory association analysis in the Bioconductor R package monocle^63^, with some modifications. First, we estimated the mean-variance relationship based on all genes by fitting a robust local regression to the log-mean normalised counts versus log-squared coefficient of variation (log-SCV) using the loess function in R (family *=* ”symmetric”). The dependence of normalised expression counts for a given gene and cell on the cell’s distance along the PC1 axis *d*_*t*_ was then assessed by negative binomial (NB) regression implemented in the R package VGAM^64^ v1.0-5, whereby the size parameter of the corresponding NB distribution was assumed to be the inverse fitted SCV obtained as described above. The significance of the regression fit was assessed by the likelihood-ratio test versus the intercept-only model and the resulting *p*-values were adjusted for multiple testing using the Benjamini-Hochberg procedure. Genes showing adjusted *p*-values below 0.05 were selected for further analysis.

### Analysis of the 10X Chromium single-cell RNA-seq data

Raw sequencing reads were processed and aligned to the GRCm38 mouse genome through the 10X Genomics cellranger pipeline (v2.0 for VSMC-derived plaque cells and v2.1 for whole aorta cells and VSMC-lineage cells from healthy vessels). Quality control was performed based on total number of UMI counts per cell (atherosclerotic plaque dataset >5000 and <20,000, whole aorta/lineage-positive medial cells >1000 and <8000 UMI counts), genes detected per cell (atherosclerotic plaque dataset >1000 and <5000, whole aorta/lineage-positive medial cells >500 and <2500) and percentage of mitochondrial reads per cell (atherosclerotic plaque dataset <9%, whole aorta/lineage-positive medial cells <8%). Reads from cells passing the quality control criteria were normalised and scaled using the NormalizeData (scale.factor = 10,000) and ScaleData functions from the CRAN R package Seurat^65^ v2.3.1. Principal component analysis was performed and the first five principal components used for clustering and t-distributed Stochastic Neighbour Embedding (t-SNE)^66^ visualisation using the Seurat package. Differential gene expression between clusters was determined using the “tobit” method of the FindMarkers function implemented in Seurat (*p*_adj_ < 0.05). For identification of genes upregulated in individual VSMC clusters in the analysis of cells from the whole aorta, minimum log fold change of 0.25 and minimum percentage of expressing cells of 25% were required for identification as an upregulated gene.

### Gene ontology analysis

Gene ontology (GO) analysis of genes differentially expressed between AA and DT cells was carried out using the online Functional Annotation Clustering tool in The Database for Annotation, Visualisation and Integrated Discovery (DAVID^67^ v6.8) for all Biological Processes (BP) terms against all *Mus musculus* genes with medium classification stringency. Clusters were ranked by enrichment and fdr-adjusted *p*-values for the most significant term listed. GO enrichment analysis of genes positively and negatively correlated with cVSMC network expression was performed based on BP terms using clusterProfiler^68^ package in R v3.8.1. KEGG pathways^40^ in Supplementary Fig. 8 were visualised using the R package pathview^69^ v1.20.

### Code availability

R packages were downloaded from CRAN and Bioconductor. Custom code will be made available upon request.

## Electronic supplementary material

Supplementary Information

Peer Review File

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Description of Additional Supplementary Files

## Data Availability

Raw and processed sequencing data is available in the Gene Expression Omnibus (GEO) repository under accession number GSE117963. Previously published single-cell profiles of cultured VSMCs are available under accession number GSE79436.

# Supplementary material for: Disease-relevant transcriptional signatures identified in individual smooth muscle cells from healthy mouse vessels
**Source:** Nat Commun. 2018 Nov 1;9:4567. doi: 10.1038/s41467-018-06891-x
**Supplement:** Supplementary file 12 — Description of Additional Supplementary Files

**Title: Supplementary Data 1
Description:** Genes detected as differentially expressed between the aortic arch (AA) and descending thoracic (DT) aorta with bulk RNA-seq

(a) Genes upregulated in AA

(b) Genes upregulated in DT

**Title: Supplementary Data 2. GO term analysis of bulk RNAseq data**

**Description:** (a) GO terms enriched in genes showing preferential expression in the descending thoracic aorta (DT) in the bulk RNA-seq analysis

(b) GO terms enriched in genes showing preferential expression in the aortic arch (AA) in the bulk RNA-seq analysis

**Title: Supplementary Data 3. Random forest classification data**

**Description:** (a) Genes used for final classification

(b) Cells used for classifier training and testing

**Title: Supplementary Data 4. Highly variable genes identified with the variance decomposition-based approach**

**Description:** (a) HVGs detected in AA cells

(b) HVGs detected in DT cells

(c) Functional annotation of the HVGs identified in AA and/or DT based on available literature

**Title: Supplementary Data 5. Top 2% highly variable genes identified with the distance to median approach**

**Description:** (a) Genes identified in AA cells

(b) Genes identified in DT cells

**Title: Supplementary Data 6:
Description:** List of highly variable genes (HVGs) identified in S+L+ cells

**Title: Supplementary Data 7: cVSMC score for cells analysed by Smart-seq2**

**Description:** Cell names reflect cell population: CpSp = S+L+, CnSp = S+L-, CpSn = S-L+

**Title: Supplementary Data 8: List of genes correlating with cVSMC score**

**Description:** (a) Genes that correlate positively with cVSMC score

(b) Genes that correlate negatively with cVSMC score

**Title: Supplementary Data 9: List of GO-terms enriched in genes correlating with cVSMC score**

**Description:** Note: Col B indicates whether the enrichment was found for genes that correlate positively (pos) or negatively (neg) with cVSMC score

How the deposited data were processed for this re-analysis (not part of the article)

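The samples were bulk RNA-seq libraries of medial VSMCs from the AA and the DT, pooled tube controls of sorted VSMCs and adventitial cells, single AA and DT cells from the Fluidigm C1 platform, Smart-seq2 profiles of S-L+, S+L+ and S+L- cells, and 10X Chromium libraries of the whole aorta, of lineage-positive medial cells and of plaque cells after 14 and 18 weeks of diet. According to the submitters' processing notes, reads were trimmed with Trim Galore and cutadapt, aligned to GRCm38 with TopHat and counted with HTSeq, and 10X reads were processed with STAR and Cell Ranger 2 on mm10.

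The bulk and pooled tables hold a normalised signal, which the authors obtained by dividing read counts by 1 size factor per library. Every value was a whole multiple of the smallest value of its column within a tolerance of 0.01, so reads per gene could be recovered. The C1 and Smart-seq2 tables hold a signal of normalised read counts, which the authors made with scran size factors after their own quality control, and which are no whole numbers. The deposited 10X matrices hold raw UMI counts. Their other columns, which name genes and barcodes, were deposited as text. Every column of values was assigned to a sample, or in the bulk and pooled tables only to a group of samples.

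Bulk and pooled values were tested with limma 3.58.1 in R 4.3.3 on log2(normalised value + 1), with Benjamini-Hochberg adjustment, for genes with at least 10 in at least 3 libraries. edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads were alternatives. Gene lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation. Splits of each set of libraries into other groups were counted. Random forests used randomForest 4.7.1.2, and variance trends were also taken from scran 1.30.0. Ranks by distance to the median followed the function of the same package.

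The 10X counts were processed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0, leidenalg 0.10.2 and scanpy 1.11.5. Cells were kept within the limits of the methods, scaled to 10000, clustered on 5 principal components of 2000 variable genes with 30 neighbours at a resolution of 0.8, and named from markers fixed before the data were examined. The rule that turned these markers into names was set after the data were seen, and the earlier rule was kept as an alternative. Doublets were scored in the whole aorta library only and were kept. Plaque sums were tested with edgeR's quasi-likelihood test. Comparisons of shares between libraries used cells thinned to 1000 UMIs, and an alternative of the plaque test used 5000. Intervals are exact at 95% and cover counting error only. Random lists for medians of gene lists and for the HVGs between VSMC-like clusters numbered 10000. Random genes beside the cVSMCneg and cVSMCpos shares were drawn 1000 times.

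Thresholds, designs, 20 gene lists and most alternatives were set before the data were examined. They covered other pseudocounts, filters, normalisations and tools, leaving out each library, other cell filters and cluster settings, and name patterns of cells. In single cells from 1 sample per condition no p-value, standard error or count of changed genes was calculated for differences between conditions. The adjusted p of HVGs speaks of variation between cells. The text names genes that the paper names for an experiment, the 8 genes with the largest change in each direction that passed the test with a mean of at least 50 and the same direction in every library, up to 4 members of each list and markers of other cell types. The values of named genes in the paper's supplementary tables had been seen when the rule was written. Of gene symbols that occur more than once in the 10X matrices (65), the first entry was used where a gene is named.

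The scripts' statistics were tested on simulated data drawn from the real means. limma recovered 14.9%, 94.0% and 100% of changed genes at log2 fold changes of 1, 2 and 3 in the bulk design (14324 genes tested, 5 unchanged genes called), and 0%, 4.48% and 9.09% at 3, 5 and 7 in the comparison of Sca1- adventitial cells with VSMCs. The plaque test recovered 63.5%, 94.9% and 99.0% at 1, 2 and 3. The variance test found 19.4%, 49.3% and 68.2% of genes at dispersions raised 4, 8 and 16 times in AA cells. The clustering found 3 simulated clusters with 100% of 900 cells.

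Reads, read quality and alignments were not used here, and results for a few genes are not reported here. Experiments by RT-qPCR, flow cytometry, microscopy, culture and ligation were not analysed here.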

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

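The tests in this part were chosen after the patterns and before the results of the tests were seen.

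In bulk libraries all 22 measured macrophage genes were higher in the AA than in the DT, and adventitial fibroblast genes moved with them. Of the genes called higher in the AA, 75 of 112 measured in the whole aorta were highest in adventitial fibroblast-like cells (67.0%, against 21.4% of all tested genes) and 22 in macrophage-like cells (19.6%, against 21.6%). The macrophage-like class holds 15 cells and 41242 UMIs, so few UMIs can make it the highest class for a low gene. Its shares therefore show neither an excess nor the lack of one. RNA from macrophages is a candidate explanation, since 94.1% of macrophage-specific genes outside the list (32 of 34, median log2 fold change -1.41) were higher in the AA. So were 95.2% of adventitial fibroblast-specific genes (40 of 42, median -1.54), whereas endothelial-specific genes were not (12 of 57, median 0.46). Genes of other cell types were thus not all higher in the AA together. The methods describe removal of the adventitial and endothelial layers by hand, and the remainder of each was not measured. A lower VSMC share through some cell types therefore stays open. RNA from adventitial fibroblasts stays open, although the methods describe stripping of the adventitia by hand: 90% of the adventitial-type genes (45 of 50, 78.2% to 96.7%) were also higher in AA single cells, which had been set beforehand to argue against it, but that took single cells to be free of fibroblast RNA, which Dcn in 16 of 79 AA and 4 of 64 DT cells puts in doubt, and in cells with no Dcn the share was 73.5% (36 of 49), with an interval of 58.9% to 85.1% that reaches below the limit set. A difference between VSMCs of the regions was not tested apart from these and stays open.

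In Smart-seq2 cells the median log2 difference between S+L+ and S-L+ cells was 3.71 for the macrophage list and 3.73 for the adventitial fibroblast list. Most other lists rose as well, such as chondrocyte (3.07) and erythroid genes (2.75), so a rise was not particular to the macrophage and adventitial fibroblast lists. A few S+L+ cells of another type may account for the macrophage genes, since 7.75% of their median was left without the 11 S+L+ cells of lowest contractile score (0.29 over 81 cells). For the adventitial fibroblast genes 54.8% was left (2.05), so this cannot be told apart from a wider presence in S+L+ cells, with 22 S+L+ cells (5 of low score) above 10 normalised counts in at least 5 of the genes. For the macrophage list 3 S+L+ cells (1 of low score) were above it, while S-L+ cells had 0 such cells for either list, and S+L- cells 20 for the adventitial and 4 for the macrophage list. The lineage label was part of the sort, and a biological change of S+L+ cells remains open.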

How the results depend on the processing

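Alternatives chosen after the data were seen were Pearson correlation for the closest control, limma on 6 pooled libraries, the first naming rule, other gene lists within Smart-seq2 name endings, leaving out the largest Smart-seq2 cell, also for gene means, and un-logged values for the score. Of 30 results, 5 stayed within the limit under every alternative, and of 116 alternatives other than leaving out a library 70 did. The limit was the 95% interval of a share, 1 SD over cells for genes per cell and 1.5 times the main value for all others. The balance of higher and lower genes turned after quantile normalisation in both pooled comparisons (175 and 228 to 207 and 108 in Sca1- adventitial cells against VSMCs, 280 and 65 to 52 and 82 in Sca1+ against Sca1- adventitial cells), and in the first also with no filter (143 and 132), with edgeR (43 and 7) and without VSMC library B8 (115 and 95) or F7 (114 and 95). Where values moved, the cause was not tested. No paired analysis was run. The bulk and pooled columns carry letters and plate positions in place of replicate numbers, and the legend of Fig. 2 does not say which AA and DT samples form a pair. Pairs read from neighbouring letters or positions would be a guess. The bulk counts and splits therefore ignore the pairing that the legend names. The replicate block was therefore not run there. In the plaque test, where the library is the block, leaving the block out gave 1697 genes. With 3 libraries against 3 there are 10 splits, so no share under 0.1 can occur. The real values and highest other splits were 208 and 0 (bulk), 384 and 0 (Sca1- adventitial against VSMC, 6 libraries) and 0 and 0 (Sca1+ against Sca1- adventitial, where 10 of 10 splits gave as many, limma had 1316 at an unadjusted p under 0.05 and edgeR 1).

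The bulk count of 208 became 538 with DESeq2 and 57 to 388 with a library left out (388 without AA library A, 63 without C, 70 without G, 57 without DT library B, 85 without D, 70 without H). Of 10 lists called by camera, 3 were called with an estimated correlation. Sca1- adventitial cells against VSMCs gave 50 genes with edgeR and 209 to 583 with a library left out (VSMC B8 210, F7 209, B7 263). Sca1+ against Sca1- adventitial cells gave 134 after quantile normalisation, 1 with edgeR, 0 with limma on 6 libraries and 204 to 530 with a library left out (530 without Sca1- D8, 204 without Sca1+ G7, 206 without C7).

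In C1 cells, at least 10 normalised counts gave 3835 genes per cell and 79.0% of cells with all markers. Pearson correlation put 98.6% of cells closest to VSMC controls. The same direction as bulk was seen for 71.8% in cells without a run number, and training on cells with one gave 50.7% accuracy. AA HVGs numbered 44 and 140 within name patterns, 2458 in 1 run, 2576 with a wider loess span and 6 with scran, and DT HVGs 22, 963, 3790 in 1 run and 5 with scran.

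A mitochondrial limit of 5% left 1002 whole aorta and 1417 plaque cells. The first naming rule gave 10 HVGs between VSMC-like clusters. At 2 or more UMIs, Ly6a was found in 0.0439% of VSMC-like and 3.45% of plaque cells. The plaque share was 4.76% at 1000 to 8000 UMIs, 4.46% at 14 and 8.88% at 18 weeks and 2.14% after thinning. With z-scores the score differences were -0.31 for cVSMCpos and 0.24 for cVSMCneg. The plaque test gave 1399 genes after thinning and 992 with DESeq2.

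In Smart-seq2 cells, Myh11 above 0 was seen in 66.7% of S+L- cells. The contractile median between S+L+ and S-L+ cells was -1.48 with means of log2 values and -0.23 for names ending in s, and that between S+L- and S+L+ cells -4.83 with means of log2 values. HVGs numbered 10 in 1 run. The same sign was found for 58.5%, 81.6% and 74.4% of cVSMCneg genes in endings f, s and t, 95.4% with a partial correlation and 97.2% with the score of Supplementary Data 7, and for 89.4%, 81.4% and 94.9% of cVSMCpos genes.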

Differences from the paper's values

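One setting in this part, un-logged values for the contractile score, was chosen after the values were seen.

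The bulk test called 208 genes, against the paper's 442, at the paper's thresholds for adjusted p and fold. Of the alternatives set before the data were examined, DESeq2, the tool named in the paper's methods (538), and leaving out AA library A (388) fall within 1.5 times the paper's value. Pseudocounts of 0.5 (202) and 5 (251), no filter (216), a filter at 50 (162), quantile normalisation (181), edgeR (213) and leaving out AA library C (63) or G (70) or DT library B (57), D (85) or H (70) do not. Genes higher in the AA numbered 178, against the paper's 386, with DESeq2 (467) and leaving out AA library A (320) within 1.5 times, and none of the others. Genes higher in the DT numbered 30, against the paper's 56, with 71 and 68 under the same 2 settings within 1.5 times, and none of the others.

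HVGs numbered 1021 in the AA, against the paper's 113. The 140 within cells with a run number fall within 1.5 times, while 44 within cells without one, 2458 in 1 run, 2576 with a wider span and 6 with scran do not. In the DT they numbered 2126, against the paper's 79, and no alternative came within 1.5 times (22, 963, 3790, 3051 and 5). The correlation of scores was 0.788, against the paper's 0.67. It was 0.637 in cells with a run number, which is within 0.1 of the paper's value, and 0.849 in cells without, which is not. In S+L+ cells the variance test called 0 HVGs, against the paper's 52, and no alternative came close, with 10 in 1 run and 0 within each name ending and with a wider span.

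The paper describes its chondrocytic plaque cluster as lacking Ly6a, whereas 11.0% of cells of the chondrocyte-like cluster (6.00% to 18.1%) held a Ly6a UMI here, with rebuilt clusters. The macrophage-like cluster had 5.21% (1.71% to 11.7%) at lower depth, and VSMC-like cluster 10 had 6.90% (2.57% to 14.4%). Both intervals overlap that of the chondrocyte-like cluster. VSMC-like clusters 0 to 5 and 7 stood at 1.05 to 3.31 CPM of Ly6a (upper bounds up to 6.52), below the 16.0 CPM (10.2 to 23.8) of the chondrocyte-like cluster. Free RNA at the level of clusters 0 to 5 and 7 thus does not give the whole share. Free RNA at the level of cluster 10 or of the macrophage-like cluster is not excluded. The paper lists Eng as not expressed in S+L+ cells, whereas Eng was detected in 23 of 92. It names Wif1 as the sole HVG that differs between the regions, whereas 11 of its HVGs, Wif1 among them, passed the bulk test here. The test set of the classifier held 19 AA and 16 DT cells in the paper's supplementary table, against the 18 and 15 of the paper's text. The score of Supplementary Data 7 correlated with r = 0.862 on the log2 scale and with r = 1 on un-logged, scaled values.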

Other observations

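The test of the name patterns in the classifier was chosen after results of the classifier were seen; the test of detected genes was written before.

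Several other gene groups had few members past the test. In bulk libraries 1 of 10 chondrocyte genes fell in the DT (3 fell and 2 rose when adjusted over the list alone), 1 of 9 skeletal and cardiac muscle genes rose (1 rose and 1 fell when adjusted over the list alone), and none of 7 adipocyte, 3 erythroid and 1 lymphocyte genes passed with limma. Without AA library A all 3 erythroid genes rose in the DT, their mean being 13.03 on the log2 scale in library A and 9.36 and 9.68 in the other AA libraries. In plaque sums 20 of 26 genes of fibrillar matrix and proteoglycans rose and 3 fell in Ly6a-positive cells (21 and 3 adjusted over the list alone). Of 25 immediate early genes 16 fell and 2 rose (16 and 4 adjusted over the list alone), of 14 chondrocyte genes 7 rose and 2 fell (9 and 3 adjusted over the list alone), and of 10 complement genes 7 rose (7 adjusted over the list alone). All these plaque lists had a camera adjusted p of 0.279 to 0.544 with an estimated correlation, which rests on 1 residual degree of freedom and cannot decide. With a preset correlation the camera adjusted p lay between 5.73e-41 (fibrillar matrix and proteoglycans) and 0.0098 (chondrocyte genes). The largest rises were those of Slurp1 (log2 fold change 6.44, standard error 0.146, edgeR adjusted p = 4.59e-15), Ly6c1 (5.95), Dpt (4.78) and the retinoic acid-binding gene Crabp2 (4.42), and the largest falls those of Otor (-3.80), Bves (-3.67) and Ihh (-3.57). Among contractile regulators the intermediate filament gene Des fell by 2.43 on the log2 scale and the calcium pump regulator Pln by 2.78. These sums rest on 2 libraries, and positive cells were chosen by a UMI of Ly6a.

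In Smart-seq2 cells, cell cycle genes were higher in S+L+ than in S-L+ cells by a median of 2.46 on the log2 scale and lower in S+L- than in S+L+ cells (-2.22). Within names ending in f and s the first median was 0.08 and 0.65. Endothelial genes were higher in S+L- than in S+L+ cells by a median of 4.18, with the angiopoietin receptor gene Tek in 17 of 27 S+L- cells and 4 of 92 S+L+ cells. Immediate early genes had a median difference of -0.06 between S+L+ and S-L+ cells over all endings. Within names ending in f and s they were higher in S+L+ cells, with medians of 0.76 (21 genes higher, 5 lower) and 0.34 (17 higher, 9 lower).

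A classifier trained on cells with a run number called 35 of 37 DT cells without one AA. A difference between the name patterns in place of a regional difference is argued against by a forest of 30 genes taken from the bulk test, also trained on cells with a run number, whose votes ranked DT above AA cells without one with an area under the ROC curve of 0.851 (0.760 to 0.941), although it still called 25 of the 37 DT cells AA. With the authors' 30 genes the area was 0.747 (0.631 to 0.863), which does not count as evidence, since those genes were chosen on cells of both name patterns. Fewer detected genes may account for part of it, since the vote for DT was higher with more detected genes in the 37 DT cells (Spearman's rho 0.495). No biological explanation was tested.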
